# Gene expression profiling of spontaneously occurring canine mammary tumours: Insight into gene networks and pathways linked to cancer pathogenesis

**DOI:** 10.1371/journal.pone.0208656

**Published:** 2018-12-05

**Authors:** Shahid Hussain, Sonal Saxena, Sameer Shrivastava, Ashok Kumar Mohanty, Sudarshan Kumar, Rajkumar James Singh, Abhinav Kumar, Sajad Ahmad Wani, Ravi Kumar Gandham, Naveen Kumar, Anil Kumar Sharma, Ashok Kumar Tiwari, Raj Kumar Singh

## Abstract

Spontaneously occurring canine mammary tumours (CMTs) are the most common neoplasms of unspayed female dogs leading to thrice higher mortality rates than human breast cancer. These are also attractive models for human breast cancer studies owing to clinical and molecular similarities. Thus, they are important candidates for biomarker studies and understanding cancer pathobiology. The study was designed to explore underlying molecular networks and pathways in CMTs for deciphering new prognostic factors and therapeutic targets. To gain an insight into various pathways and networks associated with the development and pathogenesis of CMTs, comparative cDNA microarray expression profiling was performed using CMT tissues and healthy mammary gland tissues. Upon analysis, 1700 and 1287 differentially expressed genes (DEGs, *P ≤* 0.05) were identified in malignant and benign tissues, respectively. DEGs identified from microarray analysis were further annotated using the Ingenuity Systems Pathway Analysis (IPA) tool for detection of deregulated canonical pathways, upstream regulators, and networks associated with malignant, as well as, benign disease. Top scoring key networks in benign and malignant mammary tumours were having central nodes of VEGF and BUB1B, respectively. Cyclins & cell cycle regulation and TREM1 signalling were amongst the top activated canonical pathways in CMTs. Other cancer related significant pathways like apoptosis signalling, dendritic cell maturation, DNA recombination and repair, Wnt/β-catenin signalling, etc. were also found to be altered. Furthermore, seven proteins (ANXA2, APOCII, CDK6, GATC, GDI2, GNAQ and MYH9) highly up-regulated in malignant tissues were identified by two-dimensional gel electrophoresis (2DE) and MALDI-TOF PMF studies which were in concordance with microarray data. Thus, the study has uncovered ample number of candidate genes associated with CMTs which need to be further validated as therapeutic targets and prognostic markers.

## Introduction

Spontaneously occurring mammary tumours in dog have been demonstrated as useful models for human breast cancer studies owing to their similarities in histological features and disease biology; associated risk factors, clinical progression and response to treatment; biomarkers and molecular targets etc. [1–2]. Although widely used, xenogeneic, as well as, transgenic mouse tumour models fail to mimic various features of human breast cancers like steroid hormone dependency, tumour microenvironment, heterogeneous behaviour etc. [1–2]. With complete sequencing of dog genome revealing close similarities between dog and humans at genetic level, spontaneously occurring canine mammary tumours (CMTs) have emerged as attractive alternatives to artificially induced tumours in mice.

CMTs account for approximately 50% of all tumours of female dogs with approximately 50% cases being malignant in nature [3–4]. Dogs with poorly differentiated tumours have increased risk of recurrent or metastatic disease, with 90% recurrence rate for the most dedifferentiated tumours [4]. In unspayed female dogs, CMTs are the most common neoplasms leading to at least three times higher mortality rates than human breast cancer [5]. Presently, the genes accountable for the aggressive behaviour of mammary cancer are not very clear, and poor prognosis associated with malignant mammary cancers emphasize the necessity to unravel the underlying pathways and genes which could act as targets for therapy. The molecular mechanisms, networks and pathways contributing to the biological behaviour of CMTs are poorly understood and there is a lack of knowledge about reliable tumour markers [6]. The detailed characterization of the dysregulated genes and careful mining of the gene networks and pathways could also be of great help in identification of diagnostic, as well as, prognostic biomarkers.

The study was designed with the objective of identification of new prognostic factors and targets for therapy, as well as, underlying pathological mechanisms and networks. To have an insight into various pathways and networks associated with development and pathogenesis of CMTs, comparative cDNA microarray analysis was performed. The gene expression profiles of malignant and benign CMT tissues were compared with healthy mammary tissues. To gain a deeper knowledge, differentially expressed genes (DEGs), identified from this analysis were further subjected to functional annotation using the Ingenuity Systems Pathway Analysis (IPA) tool. IPA was used to detect upstream regulators, pathways and networks associated with CMTs. The study has uncovered numerous candidate genes involved in pathogenesis of CMTs, which need to be further validated as therapeutic targets and prognostic markers for mammary cancer.

## Materials and methods

The overview of the methodology used for gene expression profiling of CMTs is depicted in Fig 1.

**Fig 1:**
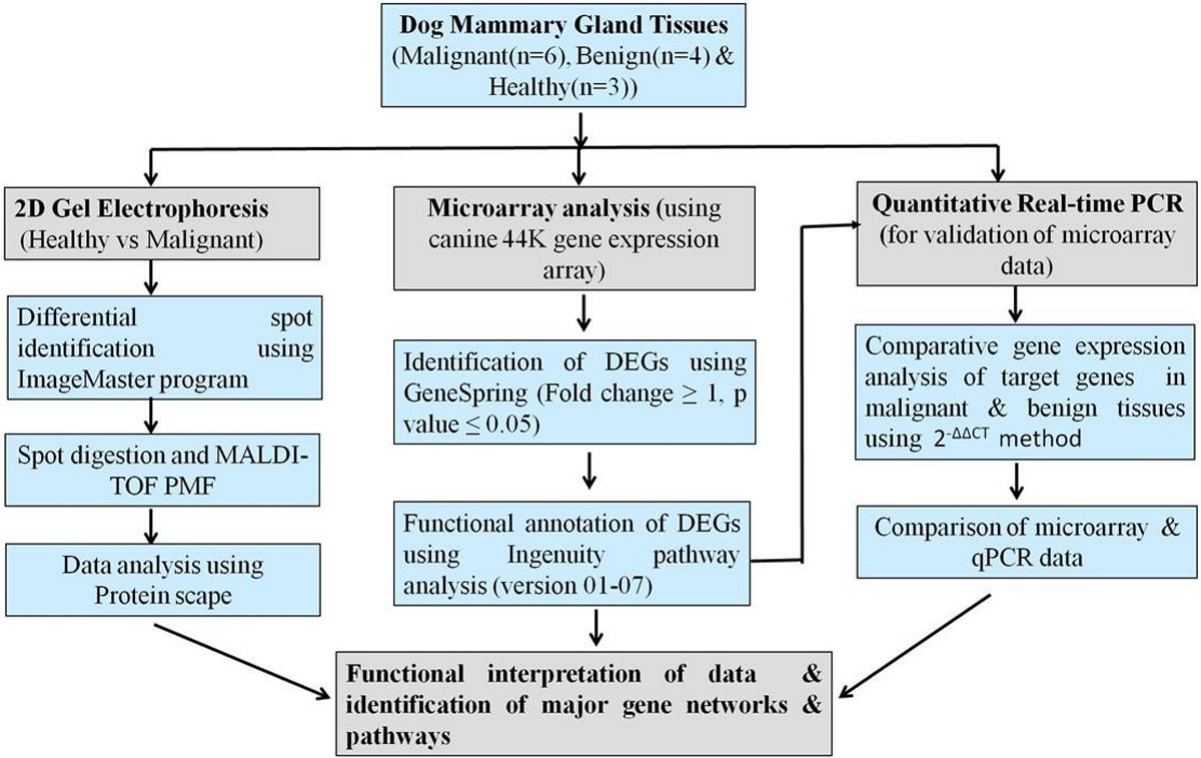
The overview of the methodology used for gene expression profiling and identification of major networks and pathways associated with canine mammary tumour (CMT).

### Tissue samples

All experimental procedures involving animals were in accordance with Breeding of and Experiments on Animals (Control and Supervision) Amendment Rules, Government of India, 2005 and were approved by Institute Animal Ethics Committee (IAEC) of ICAR-Indian Veterinary Research Institute (ICAR-IVRI), Izatnagar. Cancer tissue samples (n = 10) were collected from clinical cases of CMTs which were referred for surgery to ‘Referral Veterinary Polyclinic’, ICAR-IVRI, Izatnagar. Reference healthy tissues (n = 3) were collected from healthy dogs with prior written consent from the owner. Animals were given local anaesthetic (1% lignocaine) prior to tissue collection. Tissue sections were collected immediately after surgical resection and stored in RNAlater at -80°C for RNA isolation. Part of tissue section was also preserved in neutral buffered formalin for histopathology. For proteomic studies, tissues were preserved at -80°C.

### Histopathological classification

For histopathology, formalin-fixed tissues were paraffin-embedded and cut into 5 μm sections. Sections were then mounted on 3-aminopropyl-triethoxy-silane (APTES) coated slides, and air-dried overnight at 37°C. Prepared slides were deparaffinized in three washes of xylene (10 min each), and rehydrated in graded concentrations of ethanol. Slides were then stained with Eosin-Hematoxylin and studied for identification for tumour type and grade. Histopathological classification of the paraffin embedded tissue sections was done as per Goldschmidt *et al*. [7]. The tumours of mammary gland used in the current study were classified into malignant (n = 6) and benign (n = 4) nature. The malignant tumours were classified histopathologically as tubuloacinar solid carcinoma, papillary and squamous cell mixed carcinoma, malignant myoepithelioma, squamous cell carcinoma, lipid rich carcinoma and fibrosarcoma. Benign tumours were classified histopathologically as adenomas, papillary adenoma and cystadenomyoepithelioma. Histological grades and types of cancer tissues used in study are provided in supplementary information. Healthy mammary tissue samples (n = 3) were also examined histologically for confirming absence of malignancy and any other pathological condition. Histopathological details of tumour tissues used for the study are provided in S1 Table.

### Isolation of total RNA

Total RNA was isolated from frozen tissue samples preserved in RNAlater using QIAGEN RNeasy microarray tissue mini kit as per the manufacturer’s protocol. The purity and concentration of total RNA extracted was checked spectrophotometrically. The quality check of the isolated RNA was performed in Agilent 2100 bioanalyzer as per the manufacturer’s recommendations using the Agilent RNA 6000 Nano Kit. RNA samples having RNA integrity number (RIN) greater than 7 were used for further studies.

### Microarray hybridization and data analysis

For performing microarray studies, 200ng of RNA was reverse transcribed into cDNA using LowInput QuickAmp labelling kit (Agilent, USA) and further converted into cRNA to cause incorporation of nucleotides containing cyanine 3 (Cy-3-dCTP) as per the manufacturer’s instructions. Labelled cRNA was purified using QIAquick purification columns. The quality and concentration of the labelled cRNA was checked spectrophotometrically and hybridization experiments were performed at 65°C for 17 hours on canine (v2) gene expression 44K array comprising of 43803 canine probes (Agilent Technologies, Cat No. G2519F-021193). Each sample was hybridized to set of duplicate arrays. After generating the microarray scan images, the signal intensities were extracted using feature extraction software (version 10.7.3). The quality of hybridization and overall chip performance was monitored by visual inspection of both internal quality control checks and the raw scanned data. The data generated after feature extraction was exported into GeneSpring software (version 13.0) to identify the differentially expressed genes (DEGs) between malignant v/s healthy and benign v/s healthy. Mean normalised signals from malignant (n = 6), benign (n = 4) and healthy (n = 3) tissues were clubbed as a single experimental group and named as malignant, benign, and healthy respectively and used for comparative expression analysis. Paired t-test using storey with bootstrapping correction (P value ≤ 0.05) was used to identify differentially expressed mRNAs between malignant and benign tumours with respect to healthy mammary tissue. The gene expression fold change between tumour and healthy tissue was calculated by comparison of the normalised signal intensity values. Data was submitted to NCBI GEO database (Accession number GSE104733).

### Quantitative real time PCR (qPCR)

To verify the microarray gene expression data, 14 genes were selected for validation using qPCR. The genes selected for validation of microarray results included the top up-regulated genes, some randomly selected genes, as well as, genes having potential role in cancer pathogenesis. These genes included *MMP9*, *CHI3L1*, *BIRC5*, *BIRC2*, *TLR2*, *CTSS*, *PGAM1*, *KIF11*, *COL11A1*, *SRFP2*, *TOP2A*, *CPA2KL*, *CDCA3*, *RAB31* genes. The primers were designed for qRT-PCR analysis using the Integrated DNA technologies-PrimerQuest Tool. The details of primers sequences used for the study are mentioned in S2 Table. The cDNA was synthesized using Revert Aid First Strand cDNA synthesis kit (Thermofischer Scientific, USA) according to the manufacturer’s instructions and qRT-PCR was performed using Applied Biosystems 7500 Fast system using 2X SYBR Green Master mix (Sigma Aldrich, USA). Gene expression in each sample was normalized against the expression of housekeeping gene (β-actin). The relative expression of each sample was calculated using the 2^−ΔΔCT^ method with healthy mammary tissue as calibrator and log_2_ fold change was plotted.

### Two-dimensional gel electrophoresis (2DGE) of CMT and healthy mammary tissue

Tissue samples (~20mg) were homogenized in lysis buffer [8M urea, 2M thiourea, 4% CHAPS, 30mM Tris, pH 8.5] and kept on rotator for 15 mins followed by sonicating twice for 20s. The samples were then centrifuged at 13000 rpm for 20 mins at 4°C. Crude tissue lysate was further subjected to clean up using Ready Prep 2-D clean up kit (Bio-Rad, USA). Post clean up protein was quantified using 2-D Quant Kit (GE Healthcare, USA). Total 400μg of protein sample in 125μl destreak solution (GE healthcare, USA), containing Bio-Lyte 3/10 Ampholyte (40%) (@0.2–2% final concentration), was loaded on 7 cm ReadyStrip IPG Strip [pH 3–10] (Bio-Rad, USA). Protein was loaded onto the IPG strips by a passive rehydration method. After rehydration, isoelectric focusing (IEF) was performed on an Ettan IPGphore III apparatus at 20°C with increasing voltages 150V-200Vh, 1000V-200Vh, 5000V-4000Vh, 5000-1250Vh. The focused IPG strips were subjected to reduction with 1% w/v DTT in 10 mL of equilibration buffer (6 M urea, 50 mM Tris- HCl pH 8.8, 30% v/v glycerol, and 2% w/v SDS) followed by alkylation with 2.5% w/v iodoacetamide in the same buffer. The strips were then placed on the top of 12% resolving gels and fixed by ReadyPrep Overlay Agarose (BioRad, USA). For spot picking, gels were stained with commassie brilliant blue (R-350) stain. ImageMaster 2D Platinum v7.0 software was used for analysis and spot selection. After an automated spot detection, the protein spots were checked manually in order to eliminate any possible artifacts such as gel background or streaks and selected spots were picked. Proteins at the excised spots were then subjected to MALDI-TOF PMF analysis for their identification.

### Functional interpretation of microarray data and network analysis

To understand the functional significance of dysregulated genes in malignant and benign tumours of mammary gland, Ingenuity Pathway Analysis (IPA version 01–07) was used. Using the IPA tool, networks were generated based on an algorithmically generated score. The Z- score, a numerical value was used to rank networks according to how relevant they were to genes presented within the data set. Canonical pathways significant to the input data set were identified from the IPA library of canonical pathways based upon 2 parameters, viz., (1) The ratio of the number of genes within the data set mapping to the pathway divided by the total number of genes mapping to the canonical pathway and (2) a *P* value (calculated based upon Fischer’s exact test) determining the probability that each bio-function assigned to that dataset and the canonical pathway is not due to chance alone. Upstream regulators are defined as the genes that affects the expression of numerous other genes, while canonical pathways are the idealized or generalized pathways that represent common properties of a particular signalling module or pathway.

## Results

### Differentially expressed genes (DEGs) in canine mammary tumour tissues

To identify differentially expressed candidate genes, gene expression profiles of malignant and benign CMT tissues were comparatively analyzed with healthy mammary tissues by cDNA microarray technique. 

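Cy3-labelled RNA of a single tissue was hybridized to each Agilent canine array, so that the brightness of a spot measures the level of its transcript in that tissue. The paper names 6 malignant, 4 benign and 3 healthy dogs, and the labels of the 22 arrays name 6 malignant, 3 benign and 2 healthy dogs with a pair of arrays each. Scanner values of 19 arrays were analysed, 9 from 5 malignant dogs, 6 from 3 benign dogs and 4 from 2 healthy dogs, and all numbers of replicates count dogs. The scanner values that the authors deposited and that were analysed for these arrays are spot signals with the background taken off and no scaling between arrays. They were turned to the log2 scale, the 75th percentile of each array was subtracted, and the arrays of a dog were averaged, which gives the level of a probe in a dog. Between 63.7% and 76.4% of the probes were well above background on the malignant arrays (median 72.5%), between 71.5% and 83.2% on the benign arrays (median 73.8%) and between 62.2% and 71.4% on the healthy arrays (median 67.8%). The 75th percentile of the spots lay at 7.38 to 40.4 times the background on the malignant arrays, 24.6 to 46.1 times on the benign arrays and 9.74 to 19.9 times on the healthy arrays. The arrays of a dog correlated with each other at 0.98 to 0.99 across probes, which are not independent replicates, and the number of arrays limits the precision of every value. The arrays lay on 6 slides. The array of malignant dog 5 was the only one analysed from its slide, scan day and scanner, and the healthy arrays shared their slides with tumour arrays. Each gene was represented by its brightest probe, and the 28939 genes whose probe was well above background on at least 4 arrays were compared in 1 fit of the 3 groups with limma and Benjamini-Hochberg adjustment. Gene symbols were taken from the RefSeq transcripts that the probes target, which named 2353 of 43603 probes and 1324 of the genes tested. A target without a symbol was counted as a gene of its own, so that a dog gene with several targets can be counted more than once. Genes of the paper that the names table does not pair with a probe were not analysed here.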

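At an adjusted p of at most 0.05, limma called 88 DEGs in malignant tumours and 81 DEGs in benign tumours against healthy tissue, and 77 genes were called in both comparisons. The smallest adjusted p was 1.6e-05 for malignant and 6.97e-05 for benign tumours (limma with Benjamini-Hochberg adjustment). Symbols were known for 18 of the malignant and 19 of the benign DEGs. At an unadjusted p of at most 0.05, limma counted 1701 genes in malignant and 1969 genes in benign tumours, where chance alone would give 1447 of the genes tested. Among the alternatives that adjust p, counting each array as an independent sample raised the number of DEGs most, to 1254 in malignant and 1981 in benign tumours. The t-test that the methods name, run unpaired because the groups are different dogs, counted 1140 and 1391 genes without adjustment, and 9 and 0 genes with the Storey correction.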

On analysis, 1700 and 1287 DEGs (*P ≤* 0.05) were identified in malignant and benign tumours of mammary gland respectively. Of these, 765 genes were up-regulated and 935 genes were down-regulated in malignant cases. 

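All 88 genes called in malignant tumours were lower than in healthy tissue, with every malignant dog below both healthy dogs, and limma called 0 genes as higher. Without adjustment, limma counted 656 higher and 1045 lower genes, and the methods' t-test 597 higher and 543 lower genes. The largest falls were in the unnamed transcripts TC71158, with a log2 fold change of -16.42, and ENSCAFT00000022998, with -16.35. Among named genes, CPB1, which encodes a pancreatic carboxypeptidase, had a level of -4.75 ± 0.725 (SD, n = 5 dogs) in malignant tumours and of 10.11 and 7.19 in the healthy dogs, a log2 fold change of -13.40 (standard error 0.804, adjusted p = 3.46e-05 from limma). REG3A was well above background on 0 of 9 malignant arrays and on 4 of 4 healthy arrays, and by the mean of the healthy dogs, which had levels of 8.74 and 3.49, was at least 6160-fold lower in malignant tumours (adjusted p = 2.17e-04 from limma). The bound for REG3A was 446-fold with the normexp background correction and 998-fold without healthy dog 1, and its other probe gave a log2 fold change of -11.17. CPB1 is a marker of exocrine pancreas, and all 6 such markers tested lay higher in both healthy dogs than in any tumour. In 87 of the genes called, healthy dog 1 had a higher level than healthy dog 2. Limma's standard errors and p values rest on 1 spread shared by all 3 groups, for benign tumours as well. They do not measure the spread of the 2 healthy dogs alone. Without healthy dog 2 the fit called 815 genes, 83 higher and 732 lower, and without healthy dog 1 it called 51 genes, in each case with the remaining healthy dog assumed to vary like the other groups. Over all genes tested, 2042 had every malignant dog on one side of both healthy dogs, a share of 7.06%, where chance gives 9.52%. An exact 2-sided permutation test of 5 against 2 dogs cannot give a p below 0.0952.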

Among the benign tumours, 744 genes were found to be up-regulated and 543 genes were down-regulated. 

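Of the genes called in benign tumours, 80 were lower than in healthy tissue, with every benign dog below both healthy dogs, and 1 was higher. This gene, FCGR1A, a receptor for antibodies on macrophages, had a level of 2.35 ± 0.662 (SD, n = 3 dogs) in benign tumours and of -1.12 and -2.26 in the healthy dogs. Its log2 fold change was 4.04 (standard error 0.638, adjusted p = 0.0274 from limma) and it was higher in 3 of 3 benign dogs. The call was lost under 10 of 29 alternatives, and its adjusted p ranged from 1.57e-06 to 0.814 over them. CPB1 had a log2 fold change of -13.27 (standard error 0.877, adjusted p = 9.45e-05 from limma), and REG3A was at least 7120-fold lower by the mean of the healthy dogs, a bound that was 748-fold with the normexp background correction and 1150-fold without healthy dog 1. Without adjustment, limma counted 878 higher and 1091 lower genes, and the methods' t-test 772 higher and 619 lower genes. With only benign and healthy dogs in the fit, 9 genes were called. The number of higher genes depended on single dogs. Without healthy dog 2, 855 genes were called, 125 of them higher, without benign dog 1, 78 genes, 22 of them higher, and without healthy dog 1, 47 genes, 0 of them higher by limma. Every benign dog lay on one side of both healthy dogs in 6806 genes, 23.5% of those tested, where chance gives 20%, and an exact 2-sided permutation test of 3 against 2 dogs cannot give a p below 0.2.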

Upon Venn analysis of up-regulated genes (log FC>1), it was observed that 269 genes were commonly up-regulated in all the benign tissues (Fig 2A), whereas 90 common genes were up-regulated in all the malignant tissues. Out of these 32 genes, displayed in Fig 2B, were commonly dysregulated in all the malignant and benign tissues studied. However, there was no such gene which was uniquely up-regulated in all the malignant tissues, as the dysregulated genes which were common in all the malignant tissues were also present in either one or all the benign tissues (Fig 2C). 

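When the level of each dog was set against the mean of the healthy dogs, 1091 genes had a log2 fold change above 1 in all 3 benign dogs and 313 genes in all 5 malignant dogs. Symbols were known for 108 and 30 of them. A single benign dog had between 3644 and 5638 genes above this threshold, and a single malignant dog between 3343 and 7740. The paper names 4 benign and 6 malignant dogs, and over fewer tumours set against the same healthy dogs such counts cannot be smaller. These counts come from a threshold and not from a test. They moved with the healthy dog they were set against and with the values used. Without healthy dog 2 there were 3233 genes in benign and 1662 in malignant tumours, without healthy dog 1 there were 583 and 176, with the normexp background correction 358 and 65, and with the table of signals for the same dogs 418 and 87.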

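A log2 fold change above 1 was found in all 8 tumours for 187 genes, of which 20 have a symbol. Of the 32 genes that Fig 2B lists, the names table pairs 5 with a probe, and each of these was above 1 in every malignant and every benign dog against the mean of the healthy dogs. The log2 fold change of single dogs ranged from 1.45 to 4.55 for FCGR1A, from 1.88 to 2.90 for PRKDC, from 1.49 to 4.00 for CD40, from 1.62 to 4.11 for SLC11A1 and from 2.07 to 6.98 for CCL17. The probe of CCL17 was well above background on 2 of 4 healthy arrays, and that of PRKDC on 3 of 4. None of the 5 was a DEG in malignant tumours, and of them FCGR1A alone was one in benign tumours, a call that did not hold under every alternative. Set against healthy dog 2 alone, none of the 5 was above 1 in all tumours, with lowest values of 0.88 for FCGR1A, 0.24 for PRKDC, 0.39 for CD40, 0.54 for SLC11A1 and 0.59 for CCL17. With healthy dog 1 left out, 87 genes were above 1 in all tumours.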

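Of the genes above 1 in all malignant dogs, 20 were above 1 in 1 benign dog, 104 in 2 benign dogs and the rest but 2 in all of them. The 2 genes above 1 in no benign dog, named here after their values were seen, are unnamed transcripts. ENSCAFT00000015950 had log2 fold changes of 1.41 to 4.55 in malignant dogs and of -1.25 to 0.658 in benign dogs, and TC53233 of 1.17 to 3.36 and of -0.834 to -0.416. With only probes that were well above background on every array, there were 0 such genes. Tested against each other with limma, malignant and benign tumours differed in 0 genes, with 514 genes at an unadjusted p of at most 0.05, fewer than chance would give. The methods' t-test counted 639 genes without adjustment and 0 with the Benjamini-Hochberg or the Storey correction. With benign dog 3 left out, limma called 1 gene, and with each array counted as an independent sample, 50 genes.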

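MMP3, a matrix metalloproteinase, had a level of 0.199 ± 5.86 (SD, n = 3 dogs) in benign tumours and of -6.85 and -7.20 in the healthy dogs, where it was well above background on 0 of 4 arrays, so that its rise has no rank among those of other genes. MMP3 was therefore at least 57.3-fold higher in benign tumours, with a fitted log2 fold change of 7.22 (standard error 3.55, adjusted p = 0.758 from limma). Benign dog 1, at -6.55, lay close to the healthy dogs, and with each dog left out in turn the bound ran from 15.4-fold without benign dog 2 to 594-fold without benign dog 1. The background correction with normexp moved the fitted log2 fold change of MMP3 most, to 3.72, and the bound to 13.1-fold. In malignant tumours, where it was well above background on 3 of 9 arrays, MMP3 was at least 3.37-fold higher, with a fitted log2 fold change of 3.14 (standard error 3.25, adjusted p = 0.953 from limma). This mean comes from malignant dogs 3 and 5, at -1.0 and 3.22, while the other malignant dogs lay between -7.55 and -6.95. The fitted log2 fold change was 1.36 without malignant dog 5 and 0.24 with the dog number as a block. With each dog left out in turn, the bound in malignant tumours was highest without malignant dog 4, at 6.37-fold. Without malignant dog 5 it was a log2 fold change of -0.02, which bounds no rise. The names table does not pair COL11A1 with a probe, and COL11A1 was not analysed here.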

Among malignant tumours, maximum fold change was observed for *COL11A1* gene (Log_2_ FC = 4.8), while among benign tumours maximum fold change was observed with MMP3 gene (Log_2_ FC = 6.6). 

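COL2A1, which encodes a chain of type II collagen, had a level of 0.127 ± 5.33 (SD, n = 5 dogs) in malignant tumours and of -2.34 and -6.95 in the healthy dogs, where it was well above background on 2 of 4 arrays. Its log2 fold change was 4.78 (standard error 3.45, adjusted p = 0.941 from limma), with 4 of 5 malignant dogs above both healthy dogs and malignant dog 5 below them at -7.62, and it ranked 4 among the rises of the 26671 genes well above background on arrays of both groups, and between 1 and 161 over the alternatives. The 2 other probes of COL2A1 gave 1.18 and 1.84, and without healthy dog 1 its log2 fold change was 2.47. The noncoding RNA H19 had a level of -1.65 ± 1.45 (SD, n = 5 dogs) in malignant tumours and of -3.83 and -6.18 in the healthy dogs, a log2 fold change of 3.35 (standard error 2.44, adjusted p = 0.941 from limma) that ranked 45. H19 was well above background on 2 of 4 healthy arrays. All 5 malignant dogs were above both healthy dogs in H19, with malignant dog 2 at 0.933 and the others between -2.48 and -2.15. In benign tumours H19 ranked 12 with a log2 fold change of 4.99, which was 1.40 without benign dog 2. Among named genes well above background on arrays of both groups, CCNB2 had the largest rise in malignant tumours, with a log2 fold change of 5.01 (adjusted p = 0.312 from limma). It was well above background on 2 of 4 healthy arrays. SFRP2, LCN2, MMP1, AREG and PTHLH are not paired with a probe in the names table and were not analysed here.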

Top five up-regulated genes in malignant tumours were *COL11A1*, *SFRP2*, *LCN2*, *COL2A1 and H19*, while top up-regulated genes in benign tumours were *MMP3*, *MMP1*, *AREG*, *PTHLH* and *SFRP2*.

**Fig 2:**
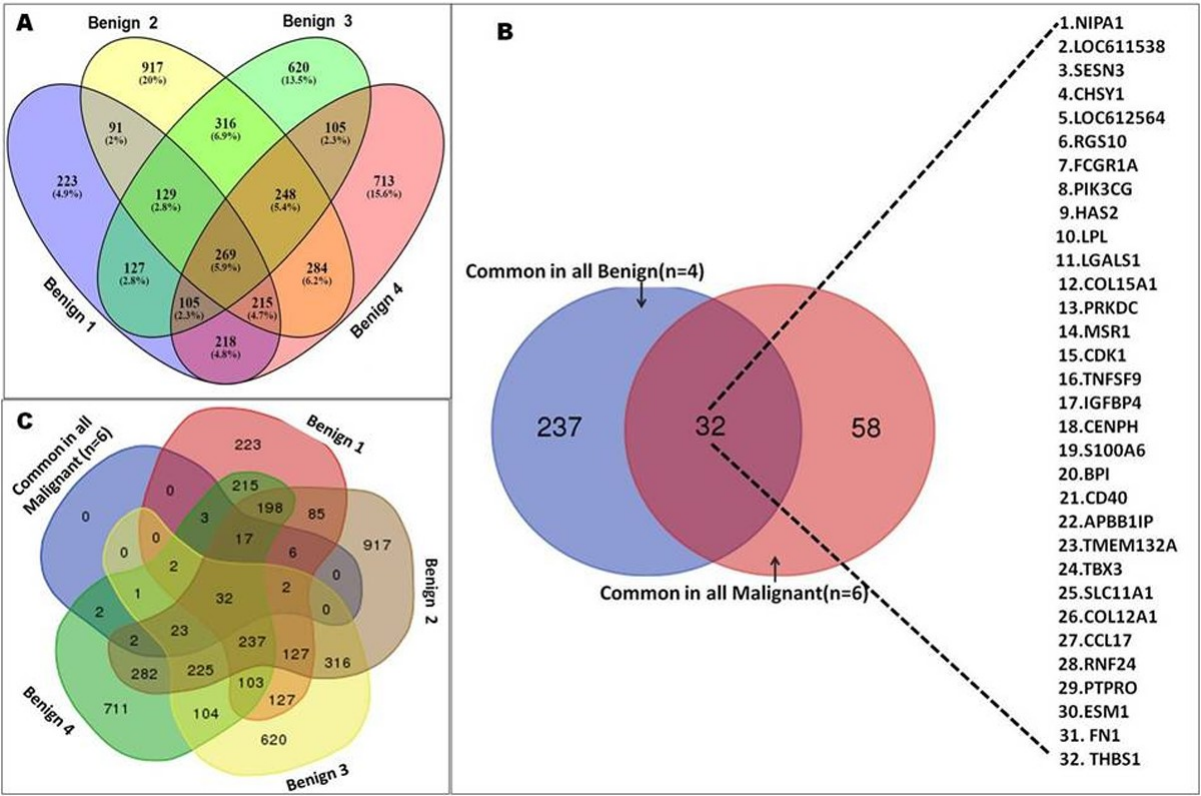
Venn diagram analysis showing overlap of dysregulated genes among malignant and benign mammary cancer tissues. (A) Overlay of up-regulated genes (logFC>1) among benign tumour tissues. (B). Overlay of genes commonly up-regulated in all the malignant and benign tissues. 269 genes were commonly up-regulated in all the benign tissues (n = 4), whereas 90 common genes were up-regulated in all the malignant tissues (n = 6).) Out of these 32 genes were commonly dysregulated in all the malignant (n = 6) and benign tissues (n = 4) studied. (C) Overlay of genes up-regulated in all the malignant tissues and individual benign tissues (1–4). Analysis revealed that there was no such gene which was uniquely up-regulated in all the malignant tissues, as the dysregulated genes which were common in all the malignant tissues were also present in either one or all the benign tissues.

### Validation of DEGs by real time PCR

Microarray results were validated by carrying out qPCR analysis for selected genes viz., *MMP9*, *CHI3L1*, *BIRC5*, *BIRC2*, *TLR2*, *CTSS*, *PGAM*, *KIF11*, *COL11A1*, *SFRP2*, *TOP2A*, *CPA2KL*, *CDCA3*, *RAB31* in the same tissues used for microarray gene expression analysis. The genes selected for validation of microarray results included some of the top up-regulated genes, some randomly selected genes, as well as, some genes having potential role in CMT pathogenesis. The expression levels of the selected genes, in both microarray and qPCR technique were compared and results of both the studies revealed dysregulation of the target genes in a similar fashion (Fig 3).

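Of the 14 genes, 6 could be followed on the arrays by symbol. MMP9 had a level of 0.394 ± 1.54 (SD, n = 5 dogs) in malignant tumours and of -2.19 and -6.23 in the healthy dogs, a log2 fold change of 4.60 (standard error 1.17, adjusted p = 0.35 from limma), and was higher in 5 of 5 dogs. Its probe was well above background on 2 of 4 healthy arrays. Its log2 fold change in benign tumours was 5.63 (standard error 1.27, adjusted p = 0.247 from limma), higher in 3 of 3 dogs. The 2 other probes of MMP9 gave -0.48 and 4.37 in malignant tumours, and the mean over its probes 2.10, the alternative that moved this gene most. BIRC5 had log2 fold changes of 2.59 (standard error 0.71, adjusted p = 0.426 from limma) in malignant and 2.62 (standard error 0.774, adjusted p = 0.498) in benign tumours, and every tumour was above both healthy dogs. In malignant tumours the log2 fold change was 2.94 for TLR2, 2.16 for CHI3L1 and 1.28 for CTSS. Above both healthy dogs lay 4 of 5 malignant dogs in TLR2, 4 of 5 in CHI3L1 and 2 of 5 in CTSS. Without healthy dog 1 the values were 1.20 for TLR2, 1.09 for CHI3L1 and -0.04 for CTSS. Without healthy dog 2 they were 4.67, 3.23 and 2.61. CHI3L1 was well above background on 1 of 4 healthy arrays, and with the normexp background correction it was at 0.25 in malignant tumours. BIRC2 had a log2 fold change of -0.50 (standard error 0.503), with 3 of 5 malignant dogs below both healthy dogs, and of 0.21 in benign tumours. In benign tumours CTSS had a log2 fold change of 1.96 and CHI3L1 of 0.91, the latter reversed to -0.69 with the normexp background correction. Of 23 genes of the text that could be named and tested, 0 were DEGs over all genes tested in malignant tumours, where limma gave 7 of them an unadjusted p of at most 0.05, and 2 were called when the p values were adjusted over the list alone, MMP9 and BIRC5. In benign tumours, 0 were DEGs over all genes, 6 had an unadjusted p of at most 0.05 from limma, and 5 were called when adjusted over the list alone. These genes were chosen by the study on these samples, so that counts adjusted over the list alone are not independent evidence. KIF11, TOP2A, CDCA3, RAB31 and the other genes of the 14 are not paired with a probe in the names table and were not analysed here.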

**Fig 3:**
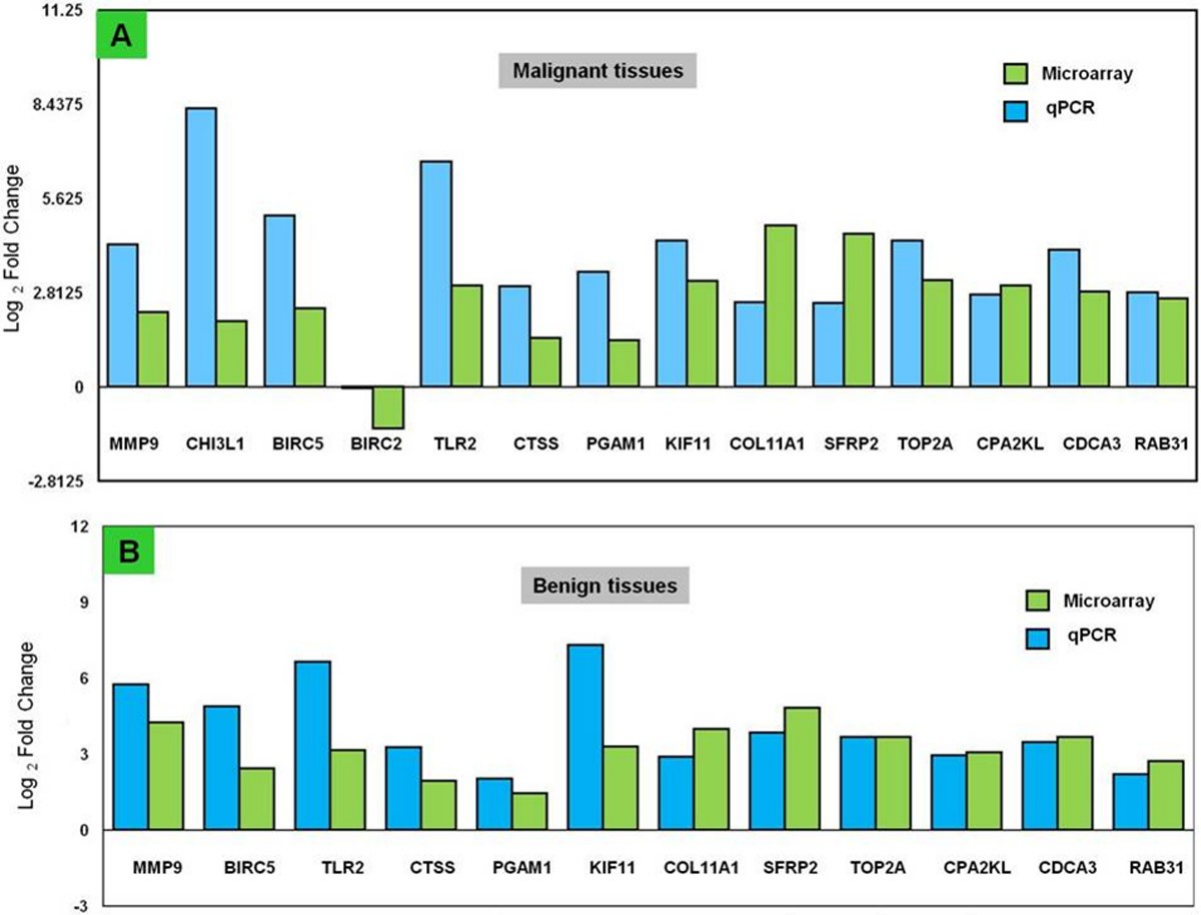
Fold change concordance of selected dysregulated genes by qPCR. The expression levels of the selected genes were compared between microarray and qPCR analysis. For microarray analysis, mean normalised signals from malignant and tissues were clubbed separately for comparison of gene expression levels. The expression levels represent log_2_ fold change values calculated from the normalised signal intensity values using healthy mammary tissues expression data as control. For qPCR analysis, gene expression in each sample was normalized against the expression of β-actin gene. The relative expression of each sample was calculated using the 2−ΔΔCT method with healthy group as calibrator and the log2fold change (log_2_FC) was plotted.

### Differentially up-regulated proteins in CMTs

For identification of up-regulated proteins in malignant mammary tumours, total protein content from malignant and healthy mammary tissues was resolved separately using 2DGE. Upon analysis using ImageMaster program, 298 individual spots were identified in the 2-D gel from malignant tissue, whereas, 328 spots protein spots were identified in healthy mammary tissue. Out of these, 178 proteins spots matched in both cancer and healthy mammary tissues. After analysis of 2-D gels, we observed a total of 7 differentially expressed proteins (DEPs) having greater than three times higher expression level in malignant tissue as compared to healthy tissue (Fig 4). Upon MALDI-TOF PMF analysis, these proteins were confirmed as ANXA2, APOCII, CDK6, GATC, GDI2, GNAQ and MYH9. These 7 proteins were also found to be up-regulated in malignant tissues by microarray analysis, thus providing further validation of microarray data and confirming the overexpression of these genes at protein level in malignant canine mammary cancers.

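ANXA2 had an array level of 5.27 ± 0.473 (SD, n = 5 dogs) in malignant tumours and of 3.46 and 4.89 in the healthy dogs, a log2 fold change of 1.1 (standard error 0.618, adjusted p = 0.896 from limma), and 4 of 5 dogs were above both healthy dogs. The value of ANXA2 was 0.38 without healthy dog 1 and 1.81 without healthy dog 2. The log2 fold change was 0.83 (standard error 0.896) for GNAQ, 0.60 (standard error 0.613) for MYH9 and -0.10 (standard error 0.538) for GDI2, with adjusted p values of 0.954, 0.953 and 0.996 from limma. Leaving out a healthy dog moved the values of GNAQ, MYH9 and GDI2 across 0. Without healthy dog 1 GNAQ had a log2 fold change of -0.31, MYH9 of -0.16 and GDI2 of 0.45. APOC2 was well above background on 3 of 9 malignant arrays and on 0 of 4 healthy arrays, which gives no fold change, and its fitted value of 1.17 turned to -0.33 with the normexp background correction. CDK6 and GATC are not paired with a probe in the names table and were not analysed here.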

**Fig 4:**
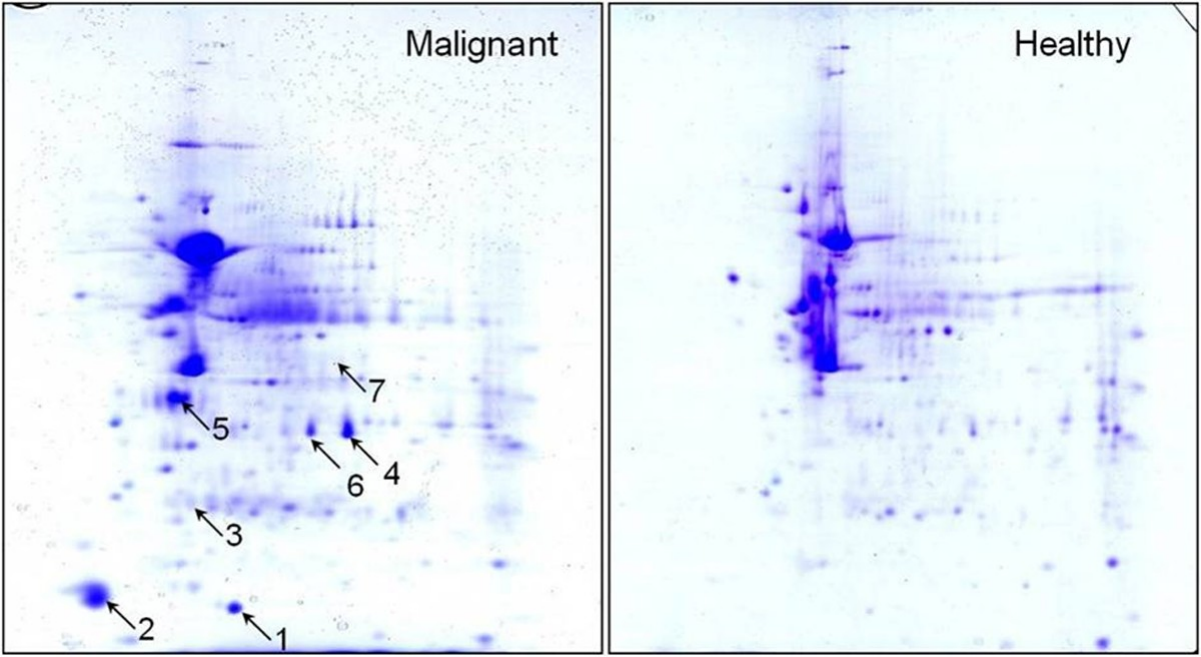
2D gel electrophoresis of malignant CMT versus healthy mammary gland tissues. Upon analysis of 2D gels of malignant versus healthy mammary tissue, 7 differentially expressed spots, (indicated by arrows 1–7) were identified in malignant tissue.

### Relevant functions, pathways and biological networks in CMTs

Significant DEGs (*P ≤* 0.05) were used for functional annotation by Ingenuity Pathway Analysis (IPA) tool to explore the relevant biological pathways and functions of candidate genes involved in pathogenesis of CMTs. In IPA, the reference knowledge base was kept as *Homo sapiens* and *Mus musculus*, as most functional studies on cancer has been carried out in these organisms only and there is a severe lack of functional studies in CMTs. Each gene symbol was mapped to their corresponding identifiers in the Ingenuity knowledge base. Of the total 2336 genes uploaded into IPA, 2259 genes were mapped in the IPA knowledge base, whereas 77 genes remained unmapped. Networks were generated based on an algorithmically generated score based on connectivity between genes. A numerical value (Z-score) was used to rank networks according to how relevant they were to genes presented within the data set. Identified networks between genes are presented as a graph, indicating relationships between different genes in the data set. Genes are presented as nodes and relationship between two is indicated as a line.

### Canonical pathways deregulated in CMTs

Upon investigating the interactions using the IPA software, 2259 functional pathway eligible genes were found. Canonical pathways, defined as the idealized or generalized pathways representing common properties of a particular signalling module or pathway, were identified by IPA. 

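Table 1 lists 85 genes under activated pathways of malignant tumours, of which 27 could be named and tested on the arrays. Of these, 24 were higher in malignant tumours than in healthy tissue, a share of 88.9%, where 54% of all genes tested were higher. The share moved most, to 83.3%, with only probes well above background on every array. At the level of single genes, 1 of the 27 was a DEG in the fit of the 10 dogs and 13 had an unadjusted p of at most 0.05 from limma. In cyclins and cell cycle regulation, 4 of 13 listed genes were tested, all of them higher with a median log2 fold change of 2.11. In apoptosis signalling, 2 of the 4 genes tested were higher and 2 lower, with a median of 0.21, and in PPARα/RXRα activation 1 of 3 was higher, with a median of -0.74. The paper's state of a pathway is a z-score for the whole pathway and not a direction for each gene in it. The lists hold genes that the study picked from these samples, so that their direction is not independent evidence.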

Top activated canonical pathways in malignant tumours, (z-score > 2) included cyclins and cell cycle regulation, apoptosis, and PPAR signalling pathway etc., and are shown in Table 1 and Fig 5B. 

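In the intrinsic prothrombin activation pathway, 5 of 13 listed genes were tested, 4 of them lower in malignant tumours, with a median log2 fold change of -3.02. In the list on the neuroprotective role of THOP1, 5 of 18 genes were tested and 4 were lower, with the same median, and 1 of them was a DEG. Under all inhibited pathways of Table 1 together, 7 of 18 genes tested were higher, a share of 38.9%, which became 50% with only probes well above background on every array. An inhibited state does not require each gene to be lower. THOP1 itself is not paired with a probe in the names table and was not analysed here.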

Top inhibited pathways in malignant cancers included intrinsic prothrombin activation pathway and neuroprotective role of THOP1 in Alzheimer’s disease. 

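Table 2 lists 147 genes under activated pathways of benign tumours, and 46 of them could be named and tested. Of these, 42 were higher in benign tumours than in healthy tissue, a share of 91.3%, where 50.5% of all genes tested were higher, and the share moved most, to 82.6%, with the normexp background correction. The genes tested were all higher in TREM1 signalling, 7 of 15 listed with a median log2 fold change of 2.84, and in dendritic cell maturation, 10 of 21 listed with a median of 2.77. In integrin linked kinase (ILK) signalling, 4 of the 5 genes tested were higher, with a median of 1.07. An inhibited state is a z-score for the whole pathway, so that a higher gene does not contradict it. The complement system stands under inhibited pathways in Table 2 with a positive z-score. Of the genes under inhibited pathways, 7 of 34 were tested, of which 4 were higher. They comprise 1 complement gene, higher by a log2 fold change of 2.12, both genes tested of the G2/M DNA damage checkpoint, higher with a median of 3.84, and 4 genes on the role of THOP1, of which 3 were lower, with a median of -5.97 that did not change when the 1 gene at background in benign tumours was set to its bound.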

For benign tumours, TREM1 signalling, dendritic cell maturation, Integrin linked kinase (ILK) signalling pathway etc., were amongst the top activated canonical pathways, while top inhibited pathways were related to cell cycle regulation, complement system and neuroprotective role of THOP1 in Alzheimer's disease (Fig 5A and Table 2). The functional relevance of the dysregulated genes in our dataset, related to the top activated pathways in malignant and benign CMTs is depicted in Figs 6–9.

**Fig 5:**
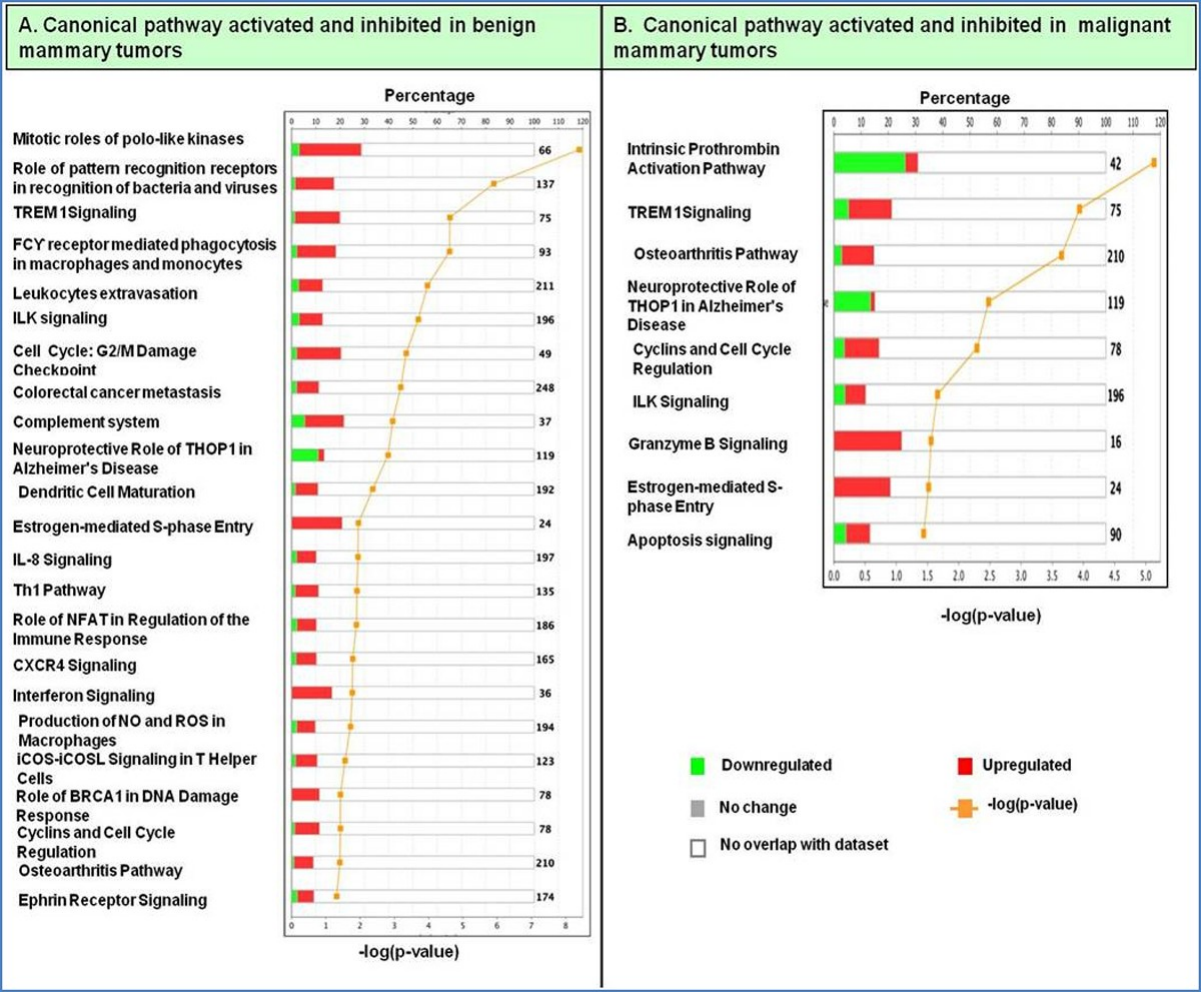
Top Canonical pathways identified using IPA in benign (A) and malignant (B) CMTs.

**Fig 6:**
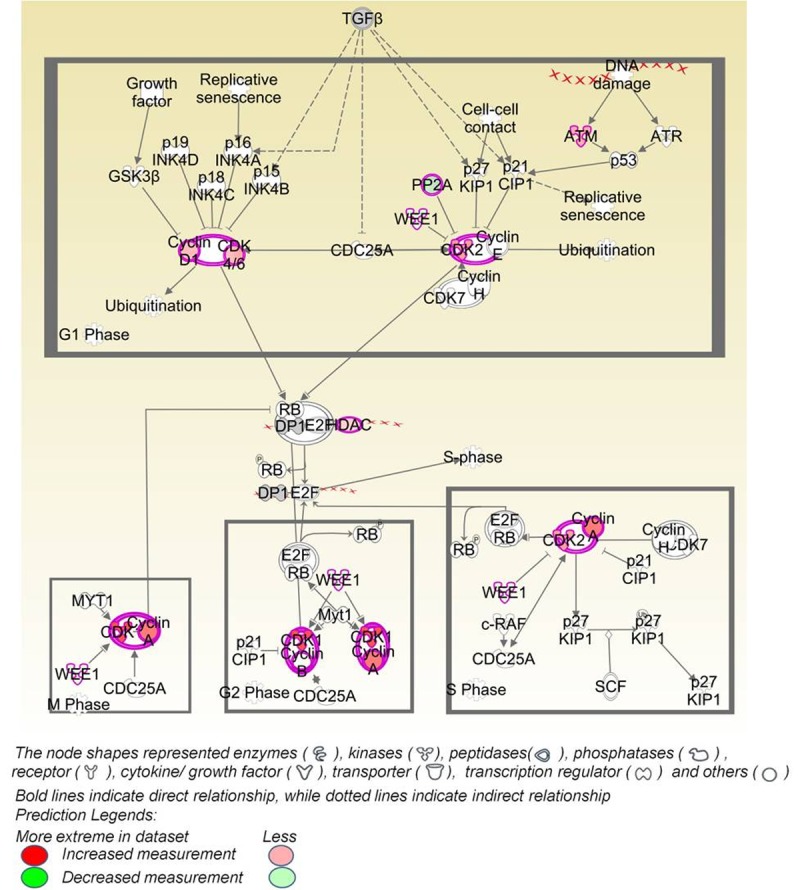
The top-ranked enriched canonical pathway identified in malignant CMTs using IPA: Cyclins and cell cycle regulation pathway.

**Fig 7:**
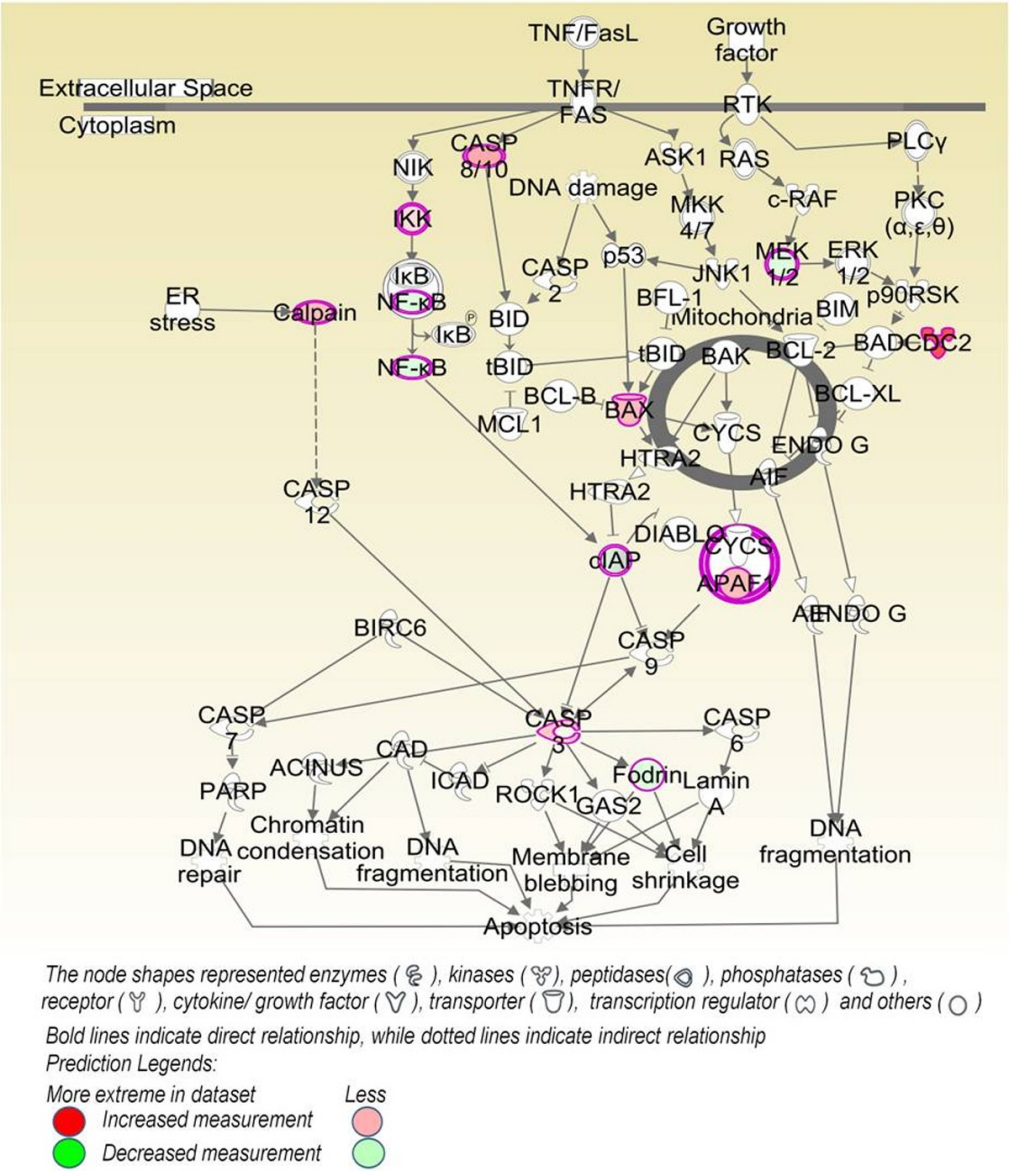
Apoptosis signalling pathway: The second-ranked enriched canonical pathway identified in malignant CMTs.

**Fig 8:**
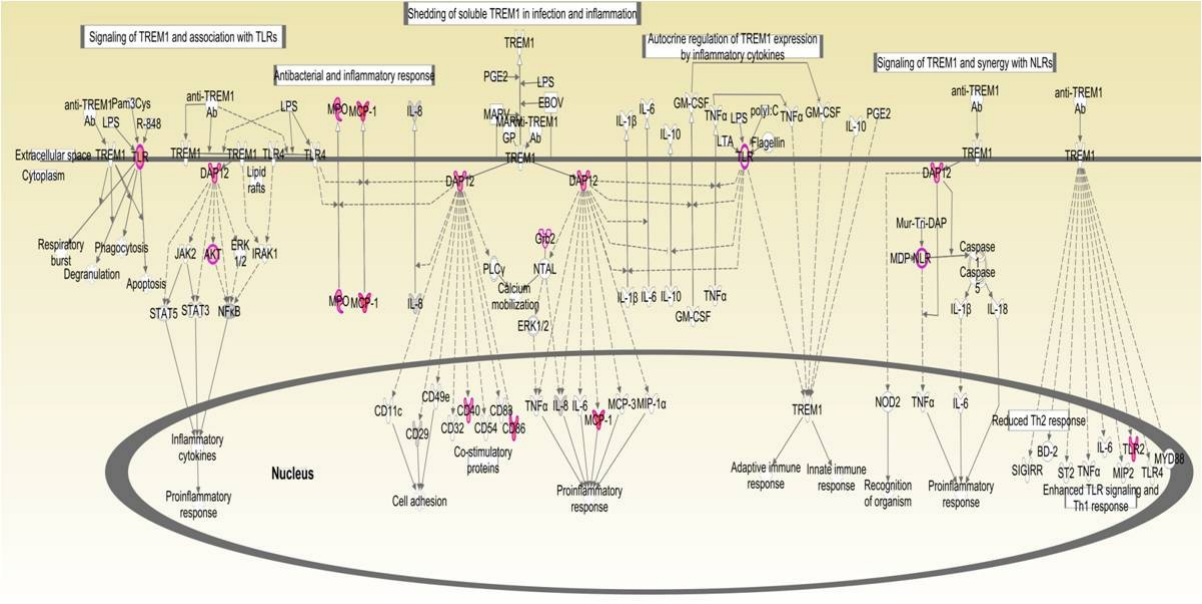
The top-ranked enriched canonical pathway identified in benign CMTs using IPA: The TREM1 signalling pathway.

**Fig 9:**
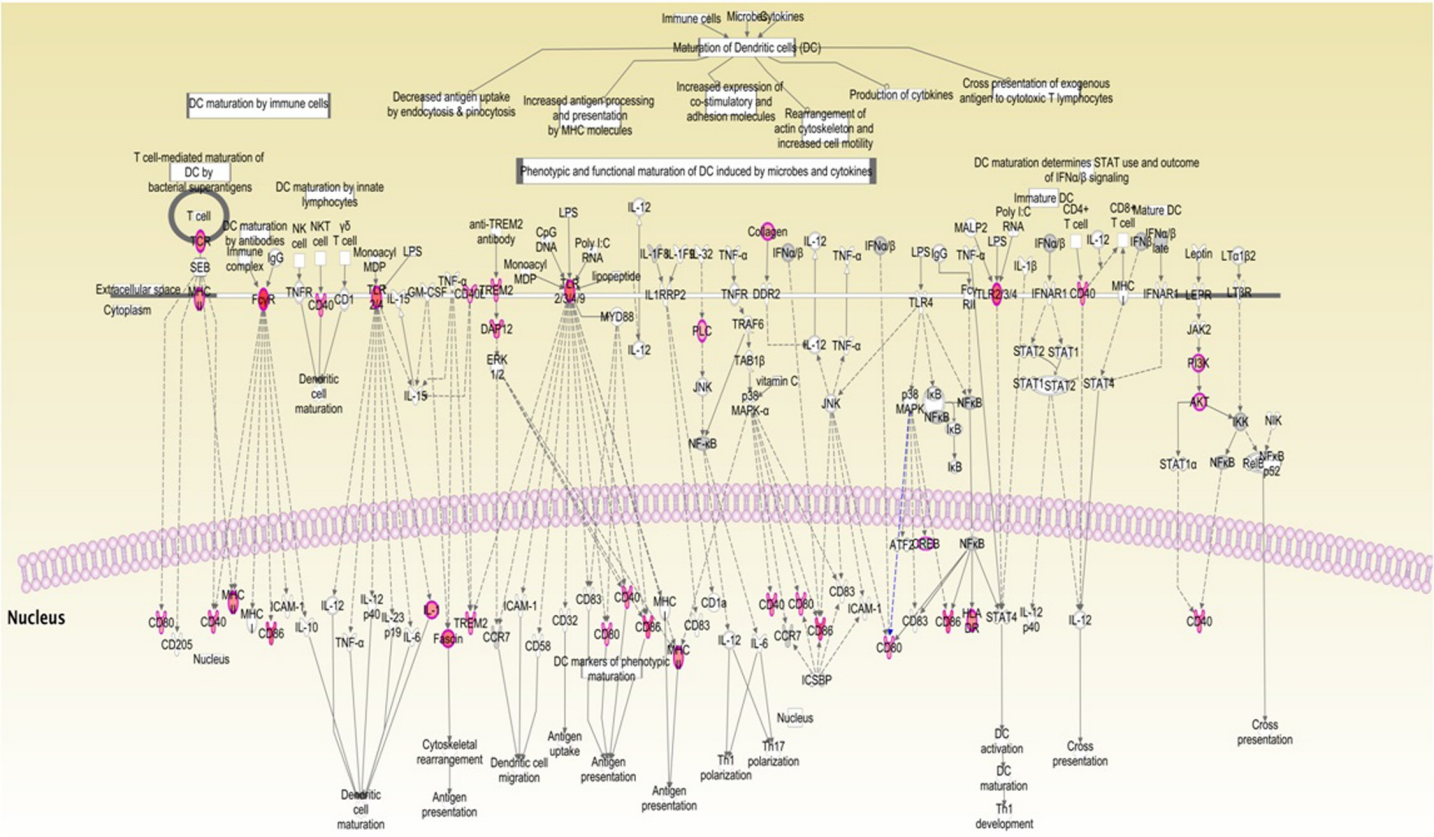
Dendritic cell maturation: Second enriched canonical pathway in benign CMTs, identified using IPA.

**Table 1:** Canonical pathways with highest enrichment scores (z-score) in malignant CMTs and associated DEGs.

Ingenuity Canonical Pathways	Z- score	Differentially expressed genes
**TOP ACTIVATED PATHWAYS**		
Cyclins and Cell Cycle Regulation	2.887E+00	CCNB3,CDK4,ATM,CDK2,PPP2R2C,CCNB2,WEE1,CCND1,PPP2CB,CCNA2,CDK6,HDAC1,CDK1
PPARÎ±/RXRÎ± Activation	2.309E+00	CHUK,GNAS,ADCY3,LPL,INSR,IL1R2,INS,MAP2K1,NOTUM,PRKAR1A,NR0B2,RELA
Apoptosis Signalling	2.309E+00	BIRC2,CASP10,CHUK,APAF1,CASP3,BAX,MAP2K1,CAPNS1,CDK1,CASP8,SPTAN1,RELA
Estrogen-mediated S-phase Entry	2.236E+00	CDK4,CCND1,CDK2,CCNA2,CDK1
Osteoarthritis Pathway	2.191E+00	AGER,MMP9,FZD2,MMP12,IL1R2,RARRES2,FN1,SMAD7,ITGB1,GDF5,LRP1,CASP4,SPP1,TLR2,CASP10,CHUK,CTNNB1,H19,PRG4,SMAD9,CXCL8,RELA,PPARD,CREB5,HIF1A,CASP3,COL2A1,PTHLH,FOXO3,RUNX2,CASP8
ILK Signalling	2.132E+00	FERMT2,MYL4,MMP9,VCL,CTNNB1,ATM,MYL6B,ACTN1,RHOQ,PPP2R2C,PIK3CG,RELA,FN1,CREB5,MYH4,CCND1,ITGB1,HIF1A,PPP2CB,CASP3,RHOF,MYL7,PIK3C2G
Induction of Apoptosis by HIV1	2.121E+00	BIRC2,CXCR4,CHUK,APAF1,CASP3,BAX,CASP8,RELA
Cytotoxic T Lymphocyte-mediated Apoptosis of Target Cells	2.000E+00	APAF1,CASP3,FCER1G,CASP8
Tumouricidal Function of Hepatic Natural Killer Cells	2.000E+00	APAF1,CASP3,BAX,CASP8
Inflammasome pathway	2.000E+00	NLRP3,CTSB,CASP8,CXCL8
Granzyme B Signalling	2.000E+00	APAF1,LMNB1,CASP3,CASP8
TREM1 Signalling	2.000E+00	TLR1,MPO,NLRP9,CD40,CXCL8,RELA,TLR8,NLRP10,NLRP3,NLRP14,ITGB1,TYROBP,CCL2,TLR2,CD86,CIITA
**TOP INHIBITED PATHWAYS**		
MIF-mediated Glucocorticoid Regulation	-2.000E+00	PLA2G4E,PLA2G1B,PLA2G12B,RELA
p38 MAPK Signalling	-2.121E+00	RPS6KB2,PLA2G4E,CREB5,PLA2G1B,IL36B,PLA2G12B,IL1R2,EEF2K,IL1F10
Ceramide Signalling	-2.121E+00	ATM,PPP2CB,PPP2R2C,MAP2K1,PIK3C2G,PIK3CG,S1PR1,RELA
Huntington's Disease Signalling	-2.138E+00	APAF1,DNM1,UBE2S,ITPR1,GNG13,CASP4,HDAC1,BDNF,CAPNS1,PIK3C2G,RCOR1,CASP10,ATM,POLR2C,RPH3A,PIK3CG,IGF1R,REST,EGF,CREB5,DNM2,CASP3,BAX,CASP8,STX1A
Intrinsic Prothrombin Activation Pathway	-2.309E+00	KLK10,F10,F5,KLK14,KLK1,KNG1,FGB,COL2A1,KLK15,KLK9,F8,KLK8,F2
Neuroprotective Role of THOP1 in Alzheimer's Disease	-3.742E+00	SST,PRSS53,PRSS48,MMP9,CTRL,F7,KLK10,PRSS23,PRKAR1A,KLK1,KNG1,ECE1,CTRB2,PRSS2,KLK15,CFD,KLK8,PRSS36

**Table 2:** Canonical pathways with highest enrichment scores (z-score) in benign CMTs and associated DEGs.

Ingenuity Canonical Pathways	Z-Score	Differentially expressed genes
**TOP ACTIVATED PATHWAYS**		
TREM1 Signalling	3.36E+00	TLR7,AKT3,AKT1,TLR1,MPO,CD40,TLR8,NLRP3,NLRP14,TYROBP,CCL2,GRB2,TLR2,CD86,CIITA
Dendritic Cell Maturation	3.13E+00	AKT3,AKT1,FCGR1A,PLCB2,FCER1G,CD40,TREM2,PIK3CG,HLA-DRB1, CD40LG, ATF4, TYROBP, KLB, GRB2, CD80, COL11A2, TLR2, CD86, IL33, FSCN1, PIK3C2G
Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses	2.84E+00	EIF2AK2,OAS1,TLR7,TGFB1,TLR1,C1QB,OAS2,DDX58,IL13,C3AR1,C1QA,PIK3CG,C1QC,TLR8,PRKCD,SYK,C5AR1,NLRP3,OAS3,KLB,GRB2,TLR2,CLEC7A,PIK3C2G
ILK Signalling	2.71E+00	RHOH,AKT3,AKT1,MMP9,ITGB2,RHOQ,FN1,CFL1,ARHGEF6,MYH4,SNAI2,KLB,FBLIM1,GRB2,FLNC,PIK3C2G,CTNNB1,LEF1,ITGB8,ACTN1,CFL2,PIK3CG,ATF4,HIF1A,NACA
Role of NFAT in Regulation of the Immune Response	2.67E+00	GNA13,AKT3,AKT1,FCGR1A,PLCB2,CD79B,FCER1G,RCAN2,PIK3CG,XPO1,SYK,HLA-DRB1, KLB, GRB2, CD80, CSNK1G1, CD86, PIK3C2G, LYN
FcÎ³ Receptor-mediated Phagocytosis in Macrophages and Monocytes	2.67E+00	HCK,AKT3,AKT1,GPLD1,FCGR1A,NCF1,FGR,FYB,CBL,VAV1,ARPC1B,HMOX1,PIK3CG,PRKCD,SYK,PIK3C2G,LYN
G Beta Gamma Signalling	2.65E+00	PRKCD,GNA13,ARHGEF6,AKT3,AKT1,GRB2,PIK3CG
Colorectal Cancer Metastasis Signalling	2.65E+00	RHOH,AKT3,AKT1,TGFB1,MMP9,TLR1,ADCY6,FZD2,MMP12,RHOQ,TLR8,ADCY3,KLB,GRB2,TLR2,PIK3C2G,TLR7,CTNNB1,ADCY7,LEF1,BIRC5,WNT1,PIK3CG,MMP7,EGF,MMP3,BAX,MMP1
Leukocyte Extravasation Signalling	2.56E+00	CLDN10,RHOH,MMP9,MMP12,NCF1,ITGB2,WIPF1,CXCR4,KLB,GRB2,PIK3C2G,NCF4,CTNNB1,MSN,CLDN18,ACTN1,CLDN6,VAV1,EDIL3,PIK3CG,MMP7,PRKCD,MMP3,TIMP1,CYBB,MMP1,PECAM1
Th1 Pathway	2.50E+00	LGALS9,IFNGR2,ITGB2,CD40,VAV1,NOTCH2,PIK3CG,CCR5,HLA-DRB1,CD40LG,KLB,GRB2,CD80,CD86,PIK3C2G
Interferon Signalling	2.45E+00	OAS1,IFNGR2,ISG15,MX1,BAX,PSMB8
Production of Nitric Oxide and Reactive Oxygen Species in Macrophages	2.36E+00	NCF4,RHOH,AKT3,AKT1,IFNGR2,MPO,NCF1,RHOQ,PIK3CG,LYZ,PRKCD,APOB,MAP3K1,KLB,GRB2,SERPINA1,CYBB,TLR2,PIK3C2G
Mitotic Roles of Polo-Like Kinase	2.36E+00	CCNB3,TGFB1,PLK5,ESPL1,CDC20,CCNB2,KIF11,WEE1,CDC25C,ANAPC10,CDC7,PLK3,CDC16,PLK4,PLK2,PTTG1,PLK1,CDK1,CDC27
Cholecystokinin/Gastrin-mediated Signalling	2.33E+00	SST,RHOH,CREM,PRKCD,GNA13,PLCB2,GRB2,RHOQ,IL33
Cyclins and Cell Cycle Regulation	2.33E+00	CCNB3,CDK4,TGFB1,CDK2,CCNA2,CCNB2,TFDP1,WEE1,CDK1
Integrin Signalling	2.32E+00	RHOH,AKT3,AKT1,ITGB8,ITGB2,ACTN1,WIPF1,RHOQ,ARPC1B,PIK3CG,KLB,GRB2,ARF3,CAPNS1,PIK3C2G
Tec Kinase Signalling	2.31E+00	RHOH,HCK,GNA13,FGR,FCER1G,RHOQ,VAV1,PIK3CG,PRKCD,KLB,GRB2,PIK3C2G,LYN
HMGB1 Signalling	2.31E+00	RHOH,AKT3,AKT1,TGFB1,IFNGR2,CCL2,KLB,GRB2,IL13,RHOQ,PIK3C2G,PIK3CG
iCOS-iCOSL Signalling in T Helper Cells	2.31E+00	AKT3,AKT1,FCER1G,CD40,VAV1,PIK3CG,HLA-DRB1,CD40LG,KLB,GRB2,CD80,PTPRC,PIK3C2G
Role of BRCA1 in DNA Damage Response	2.24E+00	RFC3,RFC2,FANCA,HLTF,BRCA2,FANCM,RAD51,SMARCC1,PLK1
IL-8 Signalling	2.24E+00	RHOH,GNA13,AKT3,AKT1,MMP9,GPLD1,PLCB2,MPO,ITGB2,RHOQ,HMOX1,PIK3CG,EGF,PRKCD,KLB,FLT1,GRB2,BAX,CYBB,PIK3C2G
**TOP INHIBITED PATHWAYS**		
Complement System	2.24E+00	C1QC,C5AR1,C1QB,C4BPA,ITGB2,C6,C3AR1,C1QA
Cell Cycle: G2/M DNA Damage Checkpoint Regulation	-2.83E+00	TOP2A,CCNB3,AURKA,CKS2,CCNB2,YWHAH,WEE1,CDC25C,PLK1,CDK1
Neuroprotective Role of THOP1 in Alzheimer's Disease	-2.89E+00	SST,PRSS53,TAC1,MMP9,CTRL,F7,PREP,KLK1,KNG1,ECE1,CTRB2,PRSS2,KLK15,PRSS12,KLK8,PRSS36

The DNA damage checkpoint, occurs at the end of G2 and prevents DNA damage that might have occurred during replication. Any defects in this pathway results in genome instability and leads to carcinogenesis. 

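Of the kinases and substrates of the G2/M DNA damage checkpoint, ATM and BRCA1 could be followed on the arrays. ATM had a level of -2.54 ± 0.726 (SD, n = 5 dogs) in malignant and -2.87 ± 0.6 (SD, n = 3 dogs) in benign tumours, and of -2.50 and -3.32 in the healthy dogs. Its log2 fold change against healthy tissue was 0.37 (standard error 0.593, adjusted p = 0.97 from limma) in malignant and 0.04 (standard error 0.647, adjusted p = 1) in benign tumours, and it became -0.20 and -0.63 with the normexp background correction. For BRCA1 the log2 fold change was 2.65 (standard error 0.874, adjusted p = 0.655 from limma) in malignant and 1.98 (standard error 0.954, adjusted p = 0.749) in benign tumours, with all 5 malignant and all 3 benign dogs above both healthy dogs, on whose arrays the gene was at background. BRCA1 was therefore at least 3.1-fold higher in malignant and 1.95-fold higher in benign tumours, and the fitted values became 0.11 and -0.62 with the normexp background correction. With each dog left out in turn, the bound of BRCA1 ran from 2.3-fold to 4.19-fold in malignant tumours. In benign tumours the bound ran from 1.12-fold without benign dog 2 to 3.14-fold without benign dog 1. Malignant and benign tumours differed by a log2 fold change of 0.33 (standard error 0.518) in ATM and of 0.67 (standard error 0.763) in BRCA1, both with an adjusted p of 1 from limma. ATR, AURKA and PLK1 are not paired with a probe in the names table and were not analysed here.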

Upon comparison of this pathway in malignant and benign tumours, it was seen that, in malignant tissues ATM/ATR kinases having role in controlling BRCA1 phosphorylation *in vivo* are involved in regulation of G2/M DNA damage checkpoint, while in benign tissues, activation of alternative AURKA–PLK1 pathway may play that role (Fig 10). Other important canonical pathways related to cancer such polo like kinase related pathways, cyclins and cell cycle regulation and Wnt/β-catenin signalling pathways were also compared between malignant and benign CMTs (S1–S5 Figs), highlighting the differential involvement of dysregulated genes contributing to malignant or benign nature.

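Of the 19 genes that Table 2 lists under the mitotic roles of polo-like kinase, 2 could be named and tested in benign tumours. Both were higher than in healthy tissue, and so were both genes tested of the 9 listed there under cyclins and cell cycle regulation. The direct test of malignant against benign tumours with limma called no gene, in these lists or outside them, and its count of genes at an unadjusted p of at most 0.05 lay below that of chance.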

**Fig 10:**
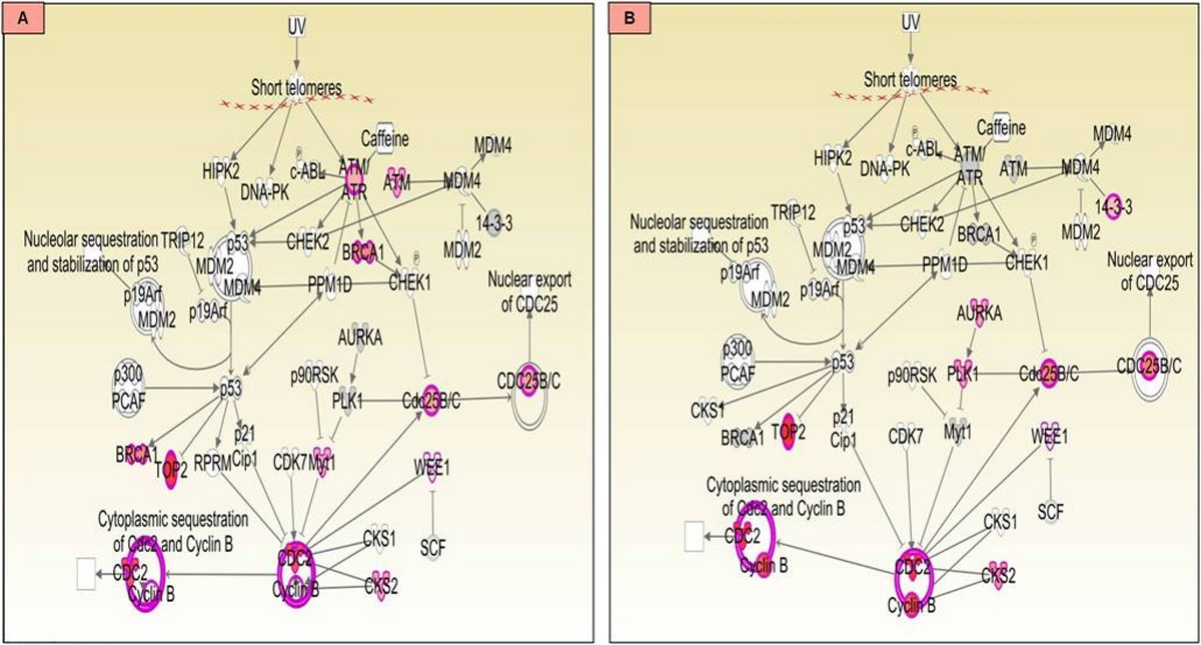
Canonical pathway–G2/M DNA damage checkpoint in (A) malignant and (B) benign CMTs.

### Upstream regulators identified in CMTs

Upstream regulators have been defined as genes that direct the expression of numerous other genes such that dysregulation of an upstream regulator affects the expression level of downstream gene it affects. In malignant tumours, 24 upstream regulators were identified which were mainly enzymes, transcription regulators, G protein coupled receptors, kinases, etc. 

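Of the 24 regulators in Table 3, 8 could be named and tested, and all 8 changed in the direction that the table gives, in 1 fit of malignant, benign and healthy dogs. TYROBP rose by a log2 fold change of 2.12 (standard error 0.775, adjusted p = 0.754 from limma), with 5 of 5 malignant dogs above both healthy dogs. CCND1 rose by 1.37, MTPN by 1.34, C5AR1 by 0.72 and EIF2AK2 by 0.48. EGF was well above background on 0 of 9 malignant and 4 of 4 healthy arrays, and by the mean of the healthy dogs, which had levels of 0.43 and -4.02, was at least 24-fold lower in malignant tumours, with a fitted log2 fold change of -5.10 (standard error 1.17, adjusted p = 0.241 from limma). The bound was 5.13-fold without healthy dog 1 and 3.69-fold with the normexp background correction. ALDH1A2, with a log2 fold change of -1.73, was well above background on 1 of 9 malignant and 1 of 4 healthy arrays. No regulator was a DEG over all genes tested, 4 had an unadjusted p of at most 0.05 from limma, and 1, EGF, was called when adjusted over the list alone, which the study chose on these samples and which is therefore not independent evidence. With only probes well above background on every array, 5 regulators were tested and all 5 kept the direction of the table, and without healthy dog 1 it was 7 of 8.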

(Table 3). The prediction of activation state was based upon the global direction of changes of the modulated genes. The activation Z-score, indicating whether the observed gene responses to upstream regulators agree with expected changes derived from the literature that accrued in the Ingenuity Knowledge Base, was used to predict the activation state. Pathway analysis revealed that secreted phosphoprotein (SPP1) gene was the top activated upstream regulator among malignant tissues and affected expression of various genes including expression levels of breast cancer type 1 susceptibility protein (BRCA1) and cell-division cycle protein 20 (CDC20). Various genes affected by SPP1 are displayed in Fig 11A. Analysis of the malignant data set also revealed F2 (coagulation factor II, Thrombin) as another top activated upstream regulator, which was connected with overexpression of chemokines CCL2, CXCL8, CXCL10, CCL8 and their ligands CXCR4, F2RL2, ITGB1 (Fig 11B). Other upstream regulators like GCG and PTF1A were found to be downregulated and inhibited the expression of various associated genes as depicted in Fig 12A and 12B. In benign tumours, 25 upstream regulators were identified. Of these 22 were activated, and 3 were inhibited based on Z-score cut-off (Table 4). The genes affected by the top activated upstream regulators in benign tissues i.e., AREG and TLR2 are displayed in Fig 11C and 11D. Analysis also revealed INSIG1 and NROB2 as the top inhibited upstream regulators among the benign cancers.

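BRCA1 was well above background on 8 of 9 malignant arrays and on 0 of 4 healthy arrays, so that its level in malignant tumours, -4.01 ± 1.11 (SD, n = 5 dogs), was at least 3.1-fold higher. The log2 fold change of single malignant dogs lay between 1.04 and 3.85, and the value over all of them was 0.11 with the normexp background correction, the alternative that moved it most. SPP1 and CDC20 are not paired with a probe in the names table and were not analysed here.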

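CCL2 had a level of 3.55 ± 0.877 (SD, n = 5 dogs) in malignant tumours and of 1.92 and -0.37 in the healthy dogs, a log2 fold change of 2.77 (standard error 0.87, adjusted p = 0.589 from limma). CXCL8 rose by a log2 fold change of 2.51 (standard error 1.31, adjusted p = 0.883 from limma) and CCL8 by 2.25 (standard error 0.978, adjusted p = 0.839). All 5 malignant dogs were above both healthy dogs in these 3 genes. CXCL10 went both ways, with 2 malignant dogs above and 2 below both healthy dogs and a log2 fold change of 0.62 (standard error 2.37, adjusted p = 0.996 from limma) that turned to -0.73 without malignant dog 1. In benign tumours the log2 fold change was 4.42 for CCL2, 5.51 for CXCL8, 4.67 for CCL8 and 3.19 for CXCL10. F2, CXCR4, F2RL2 and ITGB1 are not paired with a probe in the names table and were not analysed here.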

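GCG, the gene of the pancreatic hormone glucagon, had a level of -5.07 ± 1.28 (SD, n = 5 dogs) in malignant tumours, where it was well above background on 3 of 9 arrays, and of 2.83 and -2.11 in the healthy dogs. Its log2 fold change was -5.43 (standard error 2.05, adjusted p = 0.786 from limma), and 5 of 5 malignant dogs were below both healthy dogs. Without healthy dog 1 it was -2.96, and without healthy dog 2 it was -7.90. In benign tumours the log2 fold change was -3.59, and benign dog 2, at 2.19, lay above healthy dog 2. GCG is 1 of 13 pancreas markers tested, and 10 of these had a higher level in both healthy dogs than in every tumour. PTF1A is not paired with a probe in the names table and was not analysed here.

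**Figure D1:**
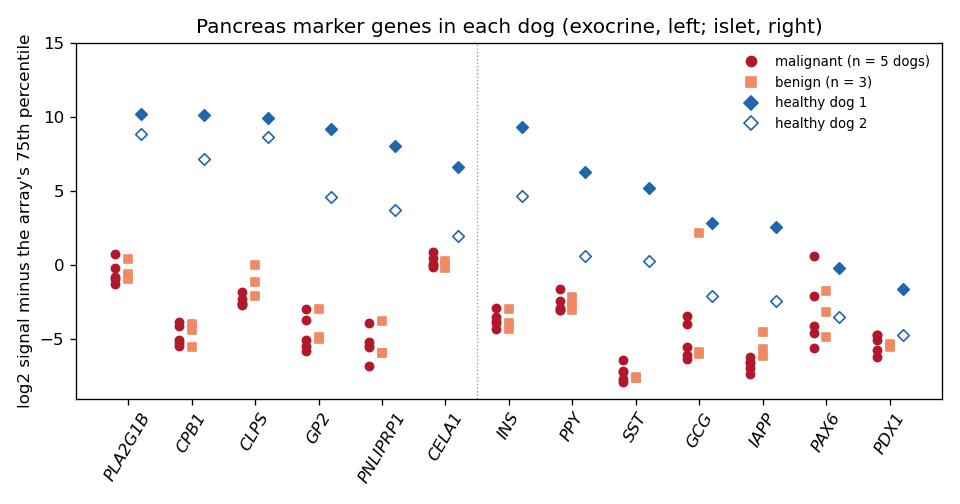
Level of 13 pancreas marker genes in each dog, as log2 signal minus the 75th percentile of the array, with exocrine markers on the left and islet markers on the right. Each point is a dog, averaged over its arrays. Both healthy dogs lie above all tumours in 10 genes, and healthy dog 1 lies above healthy dog 2 by 1.27 to 5.68.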

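Of the 25 regulators in Table 4, 12 could be named and tested, and all 12 changed in the direction of the table. PTGES rose by a log2 fold change of 3.15 (standard error 1.3, adjusted p = 0.702 from limma), with 3 of 3 benign dogs above both healthy dogs, and TYROBP by 2.84 (standard error 0.846, adjusted p = 0.505). The other rises ran from 0.61 for CD40LG and 0.70 for TLR7 to 3.14 for TLR2, and EGF had a log2 fold change of -3.80 (standard error 1.28, adjusted p = 0.609 from limma). In limma's test 0 of the 12 were DEGs, 6 had an unadjusted p of at most 0.05, and 0 were called when adjusted over the list alone, where the smallest adjusted p was 0.0519. Under the alternatives that kept all 12 regulators, at least 11 changed in the direction of the table, the lowest number with the normexp background correction.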

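TLR2 had a level of 1.32 ± 0.499 (SD, n = 3 dogs) in benign tumours and of -0.09 and -3.56 in the healthy dogs. The log2 fold change of TLR2 was 3.14 (standard error 1.16, adjusted p = 0.654 from limma), with 3 of 3 benign dogs above both healthy dogs, and it was 1.41 without healthy dog 1 and 4.88 without healthy dog 2. A second probe of TLR2 gave 2.90. AREG is not paired with a probe in the names table and was not analysed here.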

**Fig 11:**
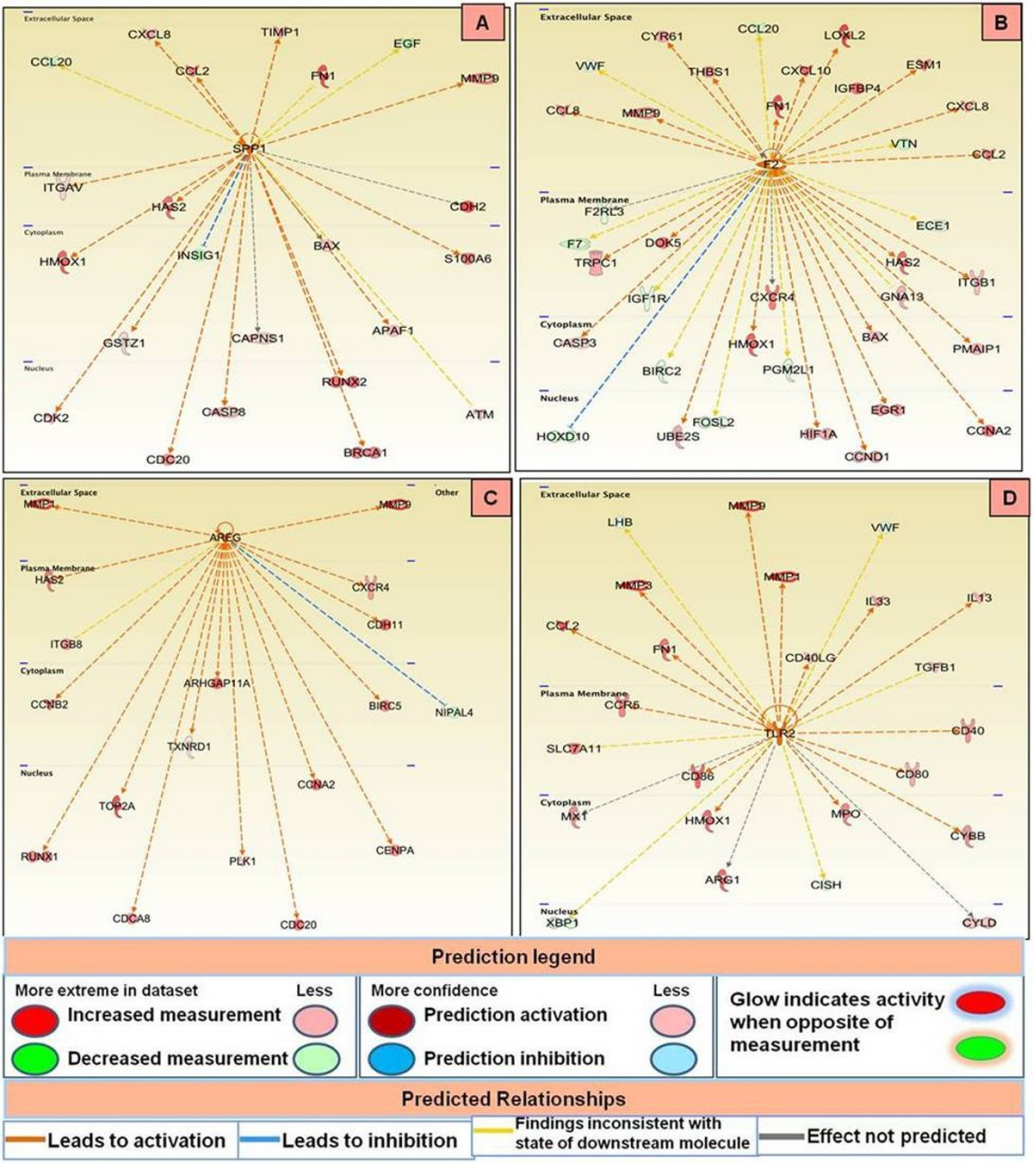
Various genes affected by top activated upstream regulators in malignant (A and B) and benign (C and D) CMTs.

**Fig 12:**
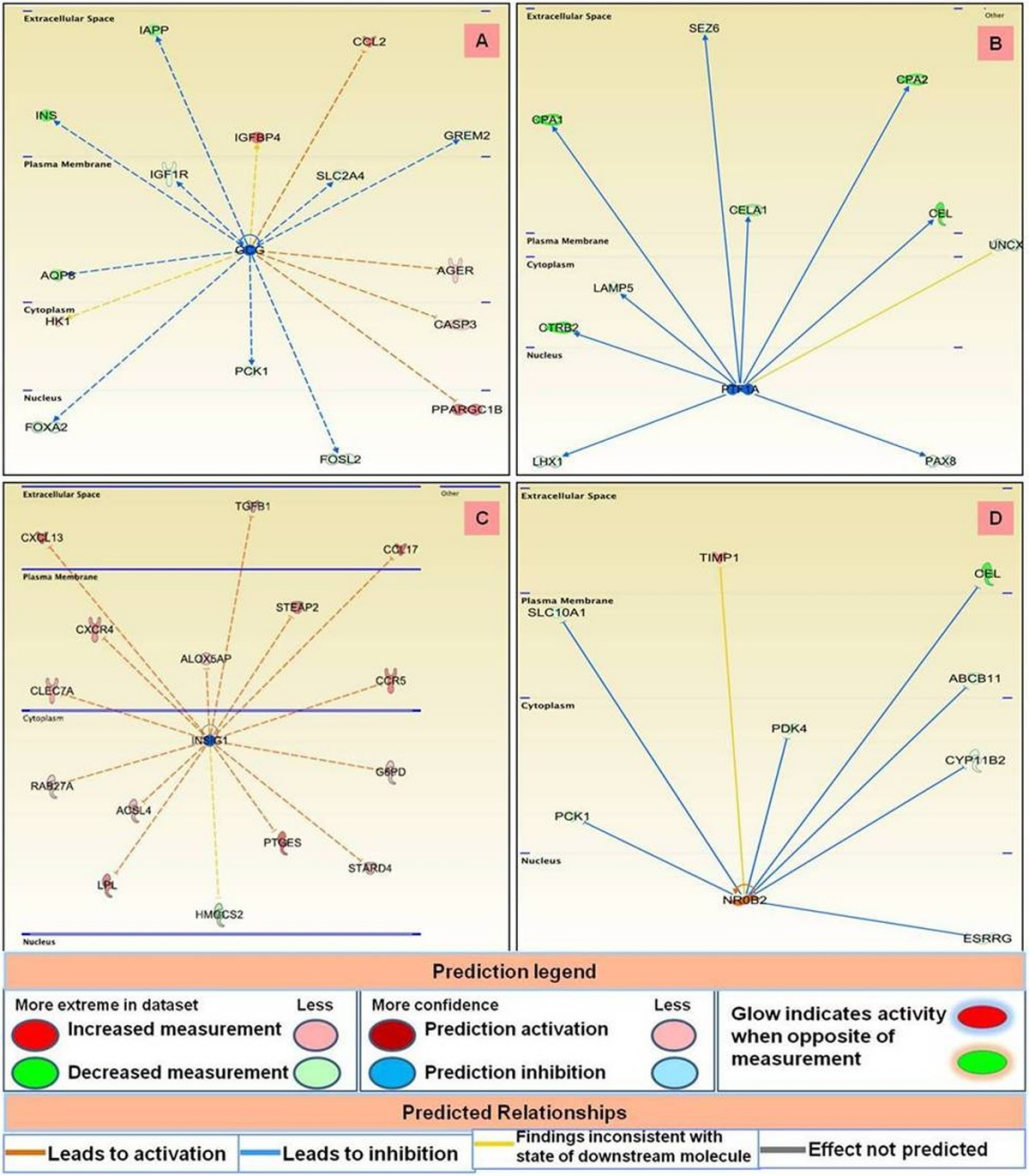
Various genes affected by top inhibited upstream regulators in malignant (A and B) and benign (C and D) CMTs.

**Table 3:** Upstream regulators in malignant CMTs.

Upstream Regulator	Expression Log Ratio	Molecule Type	Predicted Activation State	Z-score
FN1	2.828	Enzyme	Activated	2.277
SPP1	2.384	Cytokine	Activated	2.978
CXCR4	2.115	G-protein coupled receptor	Activated	2.556
PPARGC1B	1.867	Transcription regulator	Inhibited	-2.395
EGR1	1.592	Transcription regulator	Activated	2.174
TYROBP	1.558	Transmembrane receptor	Activated	2.2
CYR61	1.444	Other	Activated	2.812
EIF2AK2	1.341	Kinase	Activated	2.179
C5AR1	1.24	G-protein coupled receptor	Activated	2.76
MTPN	1.222	Transcription regulator	Activated	3.081
CCND1	1.059	Transcription regulator	Activated	3.681
SRC	0.993	Kinase	Activated	2.13
CASP3	0.889	Peptidase	Activated	2.356
CHUK	0.569	Kinase	Activated	2.649
LHX1	-1.042	Transcription regulator	Inhibited	-2.111
NUPR1	-1.423	Transcription regulator	Inhibited	-4.866
ALDH1A2	-1.591	Enzyme	Inhibited	-2.646
IFRD1	-1.88	Other	Inhibited	-2.213
HNF1B	-2.604	Transcription regulator	Inhibited	-2.331
NR5A2	-2.698	Ligand-dependent nuclear receptor	Inhibited	-2.976
EGF	-3.865	Growth factor	Activated	3.333
PTF1A	-4.347	Transcription regulator	Inhibited	-2.562
GCG	-4.56	Other	Inhibited	-2.842
F2	-7.153	Peptidase	Activated	2.501

**Table 4:** Upstream regulators in benign CMTs.

Upstream Regulator	Expression Log Ratio	Molecule Type	Predicted Activation State	Z-score
AREG	5.72	Growth factor	Activated	3.882
TLR2	3.158	Transmembrane receptor	Activated	2.392
PTGES	3.026	Enzyme	Activated	2.193
FN1	2.834	Enzyme	Activated	2.664
HGF	2.675	Growth factor	Activated	3.886
NCF1	2.566	Enzyme	Activated	2.219
C5AR1	2.336	G-protein coupled receptor	Activated	3.251
TYROBP	2.272	Transmembrane receptor	Activated	2.224
CD40	2.233	Transmembrane receptor	Activated	2.081
CTLA4	2.201	Transmembrane receptor	Inhibited	-2.326
EIF2AK2	2.011	Kinase	Activated	2.575
REL	1.868	Transcription regulator	Activated	2.663
ITGB2	1.801	Transmembrane receptor	Activated	2.425
CD40LG	1.484	Cytokine	Activated	3.583
C3AR1	1.426	G-protein coupled receptor	Activated	2.395
TLR7	1.425	Transmembrane receptor	Activated	3.851
TGFB1	1.402	Growth factor	Activated	5.165
HIF1A	0.888	Transcription regulator	Activated	2.939
AKT1	0.809	Kinase	Activated	2.41
MAP3K1	-0.841	Kinase	Activated	2.905
NUPR1	-2.063	Transcription regulator	Inhibited	-5.986
INSIG1	-3.015	Other	Inhibited	-3.357
EGF	-3.154	Growth factor	Activated	4.898
NR0B2	-4.416	Ligand-dependent nuclear receptor	Activated	2.16
F2	-7.006	Peptidase	Activated	3.085

Common regulators that were affecting the dysregulation of genes in malignant tumours had a consistency score ranging from 9.9 to -13.584. Further, 47 regulators have a combined consistency score of 9.9 which affected a total of 142 genes in our data set, followed by a group of 27 regulators which affected 173 genes having an overall consistency score of 9.7. These two groups of regulators affected diseases related to female genital neoplasm, hematologic cancer, lymphocytic neoplasm, lymphoid cancer, tumourigenesis of reproductive tract and hematologic cancer, lymphocytic neoplasm, lymphoid cancer. Similarly, common regulators were also identified for benign tumours with consistency score ranging from 3.7 to -12.2. The regulators with the highest score were related to cell movement, invasion of cells and cell movement of tumour cell lines.

### Functional relevance of activated pathways and networks in CMTs

For knowing the functional relevance of activated pathways and networks, we investigated the disease and bio-functions related to the top activated, as well as, inhibited pathways using IPA tool. The top most affected diseases with respect to genes in our malignant data set were cancer, organismal injury and abnormalities, etc. The activated bio-functions in malignant tissues were attributed to cell to cell signalling, cellular movement, inflammatory response, immune cell trafficking, DNA replication, recombination, and repair. Genes that were seen to be down-regulated in our analysis were related to bio-functions like exocytosis, secretory pathways, bacterial infections, female genital neoplasms etc. (Table 5). Among the benign tumours, top most activated bio-functions were related to immune response of leukocytes, immune response of cells, cell engulfment and cell survival. The top inhibited bio-functions were related to organismal death, morbidity or mortality (Table 6).

**Table 5:** Diseases and bio-functions associated with malignant CMTs and their association with the top signalling pathways.

Signalling Pathways	Diseases or Functions Annotation	p-Value	Predicted Activation State	Activation z-score
Cell-To-Cell Signalling and Interaction, Cellular Movement, Hematological System Development and Function, Immune Cell Trafficking	recruitment of antigen presenting cells	1.25E-05	Increased	3.494
Cell-To-Cell Signalling and Interaction, Cellular Movement, Hematological System Development and Function, Immune Cell Trafficking, Inflammatory Response	recruitment of macrophages	7.09E-06	Increased	3.397
Cellular Function and Maintenance	endocytosis	2.18E-05	Increased	3.339
DNA Replication, Recombination, and Repair	metabolism of DNA	6.81E-07	Increased	3.337
Cell-To-Cell Signalling and Interaction, Hematological System Development and Function	activation of myeloid cells	9.77E-06	Increased	3.069
Cellular Movement	cell movement of myeloid cells	6.51E-08	Increased	2.998
Inflammatory Response, Organismal Injury and Abnormalities	inflammation of organ	1.96E-09	Increased	2.939
Cell-To-Cell Signalling and Interaction, Hematological System Development and Function, Immune Cell Trafficking, Inflammatory Response	activation of phagocytes	3.06E-07	Increased	2.899
Cell-To-Cell Signalling and Interaction, Hematological System Development and Function, Immune Cell Trafficking, Inflammatory Response	activation of leukocytes	1.40E-09	Increased	2.233
Cardiovascular System Development and Function, Embryonic Development, Organ Development, Organismal Development, Tissue Development	cardiogenesis	1.50E-05	Increased	2.013
Cancer, Hematological Disease, Organismal Injury and Abnormalities	hematologic cancer	2.06E-07	Decreased	-2.012
Cellular Function and Maintenance, Molecular Transport	exocytosis	1.26E-05	Decreased	-2.012
Cellular Function and Maintenance, Molecular Transport	secretory pathway	1.39E-05	Decreased	-2.012
Infectious Diseases	Bacterial Infections	2.24E-06	Decreased	-2.052
Cancer, Organismal Injury and Abnormalities, Reproductive System Disease	female genital neoplasm	1.35E-15	Decreased	-2.056
Cancer, Organismal Injury and Abnormalities, Reproductive System Disease	tumourigenesis of reproductive tract	4.26E-15	Decreased	-2.056
Endocrine System Disorders, Organismal Injury and Abnormalities, Reproductive System Disease	ovarian lesion	1.48E-10	Decreased	-2.092
Hematological Disease, Immunological Disease	lymphoproliferative disorder	5.38E-07	Decreased	-2.144
Cancer, Hematological Disease, Organismal Injury and Abnormalities	lymphoid cancer	1.44E-06	Decreased	-2.24
Cancer, Hematological Disease, Organismal Injury and Abnormalities	lymphocytic neoplasm	2.30E-07	Decreased	-2.33

**Table 6:** Diseases and bio-functions associated with benign CMTs and their association with the top signalling pathways.

Categories	Diseases or Functions Annotation	p-Value	Predicted Activation State	Activation z-score
Cell-To-Cell Signalling and Interaction, Inflammatory Response	immune response of leukocytes	3.35E-10	Increased	5.376
Inflammatory Response	immune response of cells	1.07E-14	Increased	5.343
Cellular Function and Maintenance	engulfment of cells	6.72E-09	Increased	5.188
Cell Death and Survival	cell survival	2.18E-16	Increased	5.161
Cellular Function and Maintenance, Inflammatory Response	phagocytosis	3.44E-08	Increased	5.145
Cell-To-Cell Signalling and Interaction, Cellular Function and Maintenance, Inflammatory Response	phagocytosis of cells	2.60E-07	Increased	5.1
Cellular Function and Maintenance	endocytosis by eukaryotic cells	7.52E-07	Increased	5.044
Cell-To-Cell Signalling and Interaction, Inflammatory Response	response of phagocytes	7.89E-08	Increased	5.025
Cellular Movement, Hematological System Development and Function, Immune Cell Trafficking, Inflammatory Response	cell movement of phagocytes	1.55E-17	Increased	4.977
Cancer, Endocrine System Disorders, Organismal Injury and Abnormalities, Reproductive System Disease	Ovarian Cancer and Tumours	2.65E-09	Decreased	-2.186
Cancer, Gastrointestinal Disease, Organismal Injury and Abnormalities	colon cancer	2.48E-09	Decreased	-2.2
Cancer, Endocrine System Disorders, Organismal Injury and Abnormalities, Reproductive System Disease	gonadal tumour	8.87E-09	Decreased	-2.4
Developmental Disorder, Neurological Disease	congenital anomaly of central nervous system	6.50E-07	Decreased	-2.522
Cancer, Gastrointestinal Disease, Organismal Injury and Abnormalities	large intestine neoplasm	2.30E-24	Decreased	-2.612
Cancer, Gastrointestinal Disease, Organismal Injury and Abnormalities	colorectal neoplasia	3.63E-12	Decreased	-2.612
Infectious Diseases	infection of mammalia	1.10E-08	Decreased	-2.734
Cell Death and Survival	cell death of cervical cancer cell lines	1.00E-07	Decreased	-2.789
Cancer, Gastrointestinal Disease, Organismal Injury and Abnormalities	colon tumour	3.45E-09	Decreased	-2.957
Organismal Survival	morbidity or mortality	5.44E-24	Decreased	-5.407
Organismal Survival	organismal death	4.24E-24	Decreased	-5.493

To further understand the inter-relationship between genes that were dysregulated in malignant and benign tumours, networks were identified to present how the genes interact and coordinate their roles in a specific pathway. In malignant tumours, 25 networks were identified that were related to cell cycle, cellular assembly and organization, DNA replication, recombination, and repair. The network with a maximum score was related to cell cycle, cellular assembly and organization, DNA replication, recombination, and repair. Other top networks were related to developmental and hereditary disorders, organismal injury, abnormalities, post-translational modification, DNA replication, recombination and repair, cell cycle etc. Networks presenting interrelationship of genes dysregulated in benign tumours were 25 in total with a maximum score for the network showing genes related to cellular assembly and organization, cell cycle, DNA replication, recombination, and repair. Other notable identified networks were related to cancer, organismal injury, abnormalities and embryonic development, cell injury, DNA replication, cell signalling and cell cycle among others. It was observed that the top scoring network amongst the malignant mammary cancers have a central node of mitotic checkpoint serine/threonine kinase (BUB1B), while top network in the benign tumours have a central node of vascular endothelial growth factor (VEGF), as shown in Fig 13.

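VEGFA had a level of 4.2 ± 0.262 (SD, n = 3 dogs) in benign and 3.76 ± 0.622 (SD, n = 5 dogs) in malignant tumours, and of 3.91 and 3.35 in the healthy dogs. Its log2 fold change was 0.57 (standard error 0.563, adjusted p = 0.917 from limma) in benign and 0.13 (standard error 0.516, adjusted p = 0.996) in malignant tumours, the latter reversed to -0.15 without healthy dog 2. A second probe of VEGFA gave 1.28 in benign and 1.05 in malignant tumours, and the mean over its probes, 0.93 and 0.59. Malignant against benign tumours, VEGFA differed by -0.44 (standard error 0.45, adjusted p = 1 from limma). PROM1 had log2 fold changes of 2.46 (standard error 1.34) in benign and 1.11 (standard error 1.22) in malignant tumours, with adjusted p values of 0.784 and 0.954 from limma, and that in malignant tumours was -0.14 without healthy dog 1. BUB1B is not paired with a probe in the names table and was not analysed here.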

**Fig 13:**
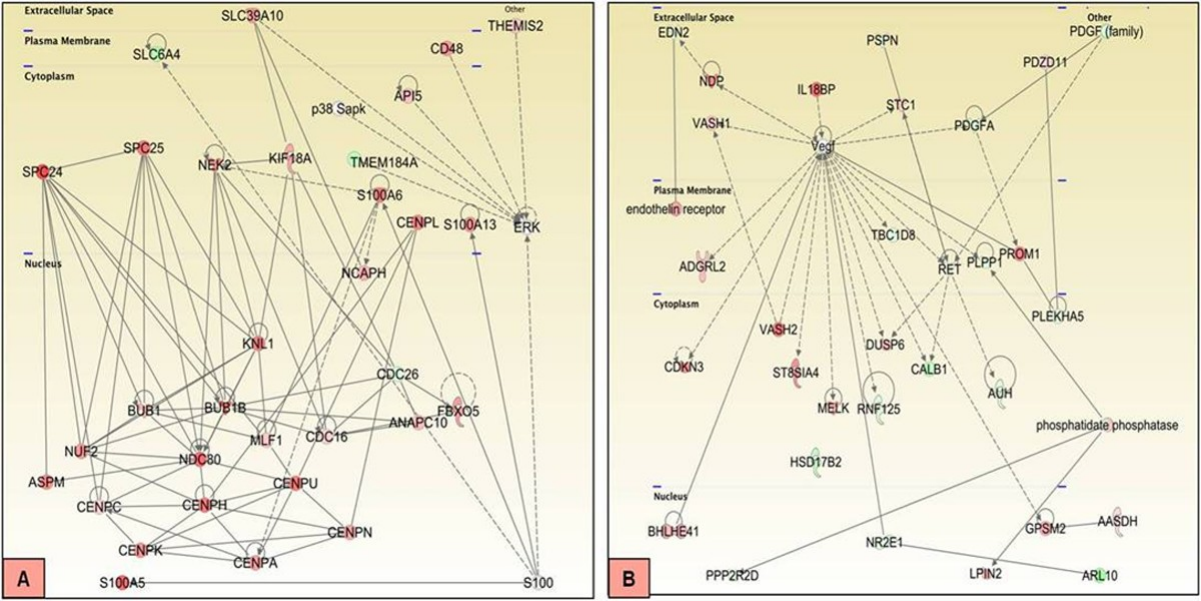
**Top scoring networks in malignant (A) and benign (B) CMTs.** Top scoring network in malignant CMTs involved a central node of BUB1B, while top network amongst benign tumours involved VEGF central hub.

## Discussion

Mammary tumour is an important neoplastic disease of dogs, besides its role as a model for human breast cancer studies. Our study has revealed new biomarkers, networks and pathways dysregulated in canine mammary tumours. Previous work on expression profiling of canine mammary tumour has suggested that separate pathological and molecular characterization can complement one another [8]. Previous transcriptomic studies of canine mammary tumours (CMTs) have shown that transcriptomic signatures overlap with human breast cancer profiles and dogs are reliable models for oncogenic and pharmacogenomic studies [9].

### Clinical relevance of top up-regulated genes in cancer pathogenesis

The top up-regulated genes among malignant and benign tumours in our study were found to have a significant role in cancer progression and tumour invasiveness, as evidenced by human cancer studies. Top five up-regulated genes in malignant tumours were *COL11A1*, *SFRP2*, *LCN2*, *COL2A1* and *H19*. *COL11A1* gene encodes one of the two alpha chains of type XI collagen, a minor fibrillar collagen which has been implicated in tumour progression in humans. Overexpression of *COL11A1* has been reported in mesenchymal derived tumours [10–11]. Wu *et al*., reported that *COL11A1* may promote tumour aggressiveness via the TGF-β1 and MMP3 axis in ovarian cancers [12]. Halsted *et al*., reported expression of *COL11A1* in epithelial cells, stroma, and vessels of normal and cancerous breast tissue [13]. Overexpression of COL11A1 has recently been reported in canine melanomas [14]

Secreted frizzled-related proteins (SFRPs) constitute a family of 5 members (SFRP 1–5) that modulate Wnt signalling. Overexpression of secreted frizzled related protein 2 (SFRP2) in CMTs has been shown to induce cancerous transformation in normal mammary epithelial cells [15]. The anti-apoptotic function of SFRP2 is mediated through activation of NF-κB or Janus kinase (JNK) suppression [16]. Further *in vitro*, as well as, *in vivo* oncogenic potential of SFRP2 have been demonstrated in renal cancer. Recently, SFRP2 was shown to be related to poor prognosis along with genes associated with epithelial-to-mesenchymal transition [17]. Overexpression of SFRP2 was seen in both malignant and benign CMTs in this study. Lipocalin (LCN2), another top up-regulated gene among malignant tumours in our data set, has been shown to be associated with oestrogen receptor (ER)-negative breast tumours in humans [18]. The gene is significantly increased in the luminal epithelial cells compared with myoepithelial cells, an important finding because the majority of breast carcinomas are thought to arise from the luminal epithelial cells [19–20]. LCN2 promotes breast and prostate cancer progression by inducing epithelial to mesenchymal transition (EMT) through the ERα/Slug axis [21–22]. Structural similarity between human and dog LCN2 has been studied recently [23]. LCN2 has been shown to be associated with tumour invasiveness of human cervical cancer also [24]. Ganpathi *et al*., revealed that high expression of collagen type II, alpha 1 (*COL2A1*) was associated with delayed time to recurrence in high grade serious ovarian cancers [25]. *COL2A1* gene also undergoes somatic alterations in chondrosarcoma and enchondroma cases [26]. H19 is a gene for a long noncoding RNA, having a role in the negative regulation of body weight and cell proliferation [27]. Dugimont *et al*., reported expression of H19 gene in both epithelial and stromal components of human invasive adenocarcinomas [28]. H19 is associated with enhancer of EZH2, and this association results in Wnt/β-catenin activation and subsequent down-regulation of E-cadherin. H19 has been reported to enhance bladder cancer metastasis by associating with EZH2 and inhibiting E-cad expression [29]. Biological and clinical relevance of H19 in colorectal cancer patients has been reported recently [30].

The most up-regulated genes among benign mammary tumours in our experiment were MMP3, MMP1, AREG, PTHLH and SFRP2. Matrix metalloproteinases (MMPs) play role in cancer progression by degrading extracellular matrix and basement membrane and are the main proteolytic enzymes involved in cancer invasion and metastasis [31]. MMP3 and MMP1 have a synergistic effect on breast cancer carcinogenesis [32]. MMP1 is the most widely expressed collagenase and plays role in degradation of collagen I, II and III. MMP3 has a high proteolytic efficiency and activates a number of proMMPs [33–34]. Overexpression of MMPs has been reported widely in canine mammary tumours [9, 35].

Amphiregulin (AREG) is one of the many ligands for epithelial growth factor receptor [36]. It plays a central role in mammary gland development and branching morphogenesis in organs and is expressed both in healthy and cancerous tissues [37–40]. The oncogenic potential of AREG and its role in tissue invasion & metastasis, angiogenesis, resistance to apoptosis etc., has been reported in human epithelial malignancies, such as lung, breast, colorectal, ovary and prostate carcinomas, as well as, in some haematological and mesenchymal cancers [40–45]. Furthermore, AREG also contributes to therapeutic resistance to several cancer treatments [46].

Parathyroid hormone like hormone (PTHLH) has previously been reported to be produced by tumour cells in the bone microenvironment and is implicated in osteoclastic activity and bone metastasis [47]. Ghoussaini *et al*., combined several datasets for a genome wide analysis and identified PTHLH as loci for susceptibility for breast cancer [48]. Researchers suggest that PTHLP powerfully promotes tumour formation in breast cancer [49].

### Impact analysis of major upstream regulators reveals genes involved in tumour angiogenesis and cancer metastasis

In this study, we found numerous dysregulated upstream regulators in both malignant and benign tumours of mammary gland, which affected expression patterns of various other genes related with tumourigenesis. The top upstream regulators in malignant mammary tumours were secreted phosphoprotein (SPP1) and coagulation factor II (F2). Pathway analysis revealed that SPP1 overexpression affected the expression levels of BRCA1 and CDC20, which have been reported to be associated with several cancers types [50–51]. F2 (thrombin) in our study was found to be dysregulated and its expression has been connected to overexpression of various chemokines and their ligands having role in tumour angiogenesis and cancer metastasis [52–54]. Nierodzik and Karpatkin have provided ample evidence to support that thrombin activates tumour cell adhesion to platelets, endothelial cells, and subendothelial matrix proteins. Thrombin also enhances tumour cell growth, metastasis and angiogenesis, apart from its role in preservation of dormant tumour cells in individuals, preventing host eradication. Therefore, it is proposed that tumour malignancy may be regulated by a procoagulant/anticoagulant axis [55].

Top upstream regulator identified for benign mammary tumour was AREG. DNA damage signals caused by radiation and chemo are transmitted by master regulators like NF-kB to generate a powerful, conserved and senescence associated secretory phenotype, and its downstream effectors comprise a large spectrum of extracellular proteins including AREG, SFRP2, HGF, IL8, MMPs. Together these proteins give rise to a pro-angiogenic and pro-inflammatory micro-environmental niche that promotes malignant phenotype [56–57]. Furthermore, AREG affected downstream molecules like BIRC5, CCNA2, CCNB2, TOP2A, MMP9, MMP1, CXCR4, have roles in development and progression of various types of cancers [32, 57–61].

Important upstream regulators in our study, unique to benign tumours were AREG, TLR2, TGF1B, HGF, MAP3K1. TLR2 has been reported in intestinal and breast epithelia oncogenesis. Scheeren *et al*., reported that inhibition of TLR2 or its co-receptor CD14, or its downstream targets MYD88 and IRAK1 inhibits growth of human breast cancers *in vitro* and *in vivo* [62]. TLR2 agonists fed to neu transgenic mice significantly inhibits breast cancer growth [63] and leads to inhibition of immune responses by production of IL-10 and regulatory T-cells [64]. Thus, TLR2 stimulation on immune cells may also have opposing immune effects as in the case of PSA and PSK [65].

### Role of top activated pathways and networks in cancer pathogenesis

The top activated pathways in malignant tumours revealed a unique cancer landscape wherein induction of certain pathways involved targets associated with cell cycle regulation, cellular proliferation, apoptotic pathways, cellular stress and injury (e.g. pathways of cell cycle regulation, oestrogen mediated S phase entry, granzyme B signalling and apoptosis signalling). The data suggests genes involved in cell cycle regulation, apoptosis and cell signalling as major events in the study.

The top scoring network in canine mammary tumour was found to have BUB1B as central node in this study. BUB1B is a protein kinase involved in metaphase to anaphase transition checkpoint [66–67]. Aneuploidy and chromosomal instability (CIN) in human cancers can be attributed to alterations in this checkpoint [68]. BUB1B was seen to be linked with NDC80, an essential protein of kinetochore-associated complex required for chromosome segregation and spindle checkpoint activity [69]. NDC80 complex exists as part of a larger super complex called KMN network previously reported to be overexpressed in CMTs [9]. NDC80 has also been shown to depend on KNL-1 and the CENP/H/I/K complex for kinetochore recruitment [70–72]. A subnetwork of centromeric proteins CENP- H/C/U/K/A/N was seen within the network. Overexpression of CENP-H is reported in the development and pathogenesis of human breast, colorectal, oesophageal and oral squamous cell cancers [73–76].

Among benign tumours, central molecule in the top scoring network was vascular endothelial growth factor (VEGF). VEGF has been identified as a vascular permeability factor, angiogenic cytokine, and a survival factor in mammary tumours. VEGF overexpression and its role in angiogenesis of CMTs have been reported [77]. VEGF can act directly on T lymphocytes and elevated VEGF levels may contribute to the aberrant MMP-9 secretion by mammary tumour bearing T cells [78]. VEGF is known to stimulate IL-18 production, which in turn, promotes cancer cell migration, proliferation, angiogenesis and decreases cancer cell susceptibility to lymphocyte mediated cytotoxicity [79–80]. In this network, overexpression of Vasohibin 2 (VASH2) was also seen. VASH2 is a VASH1 homolog, expressed in mononuclear cells and has been reported as an angiogenesis stimulator in mice [81]. Higher expression of VASH2 induces expression of growth factors and promotes cell proliferation in breast cancer [82]. VASH2 is also involved in the proliferation of hepatic and ovarian cancers [83–84]. Another protein in our dataset lying within VEGF network is maternal embryonic leucine-zipper kinase (MELK), a highly conserved serine/threonine kinase that is essential for cell cycle regulation, organogenesis and stem cell proliferation [85]. Interestingly, MELK is additionally involved in the initiation and propagation of numerous human cancers and correlates with poor prognosis [86–87]. Expression of MELK has been reported in canine prostate carcinoma derived cell lines [88]. In this study we also found increased expression of MELK in CMTs. Further in this network, up-regulation of ST8SIA4 was seen to be directly linked to VEGF. ST8SIA4 is involved in sialylation of proteins associated with cancer progression. ST8SIA4 is significantly up-regulated in breast cancers and its up-regulation is highly correlated with cancer malignancy [89–90]. Dual specificity phosphatase (DUSP6), is another protein within the VEGF network which was found to be overexpressed in CMTs in the present study. DUSP6 expression has been reported to play an oncogenic role in breast cancers [91]. Moreover, DUSP6 is part of a high-risk gene signature for non-small cell lung cancer [92], and its expression is significantly correlated with high extracellular signal-regulated kinase (ERK) 1/2 activity in primary human ovarian cancer cells [93]. Other proteins in the VEGF network, whose overexpression was observed, were cyclin-dependent kinase inhibitor-3(CDKN3) and PROM1 (CD133). CDKN3 is a dual-specificity protein tyrosine phosphatase of the CDC14 group, which is often overexpressed in human cancers [94–95]. Since rapidly growing tumours have more mitotic cells, the high level of CDKN3 in mitotic phase provides the best plausible explanation for the frequent CDKN3 overexpression in human cancers [96]. PROM1 is linked to VEGF directly in this network and is attributed to poor prognosis in triple negative breast cancer due to its nuclear mislocalization [97]. Up-regulation of PROM1 increases the invasive capability, metastasis and drug-resistance of breast cancers [98].

### Functional significance of differentially up-regulated proteins in CMTs

Proteomic analysis of malignant CMT and healthy mammary tissues, revealed seven proteins highly up-regulated in CMTs, namely ANXA2, APOCII, CDK6, GATC, GDI2, GNAQ and MYH9. Overexpression of ANXA2 and CDK6 has previously been reported in canine gliomas [99] and CMT cell lines [100]. GNAQ is implicated in canine melanomas and T cell lymphomas by different researchers [101–102]. To the best of our knowledge, none of the other overexpressed proteins has previously been reported in cancers affecting dogs. However, role of these proteins in cancer pathogenesis in humans is well studied. Annexin A2 (ANXA2), a calcium-dependent phospholipid-binding protein localized at the extracellular surface of endothelial cells having role in regulation of cellular growth and in signal transduction pathways [103]. ANXA2 over expression has been reported in cancers of the breast, liver, prostate and pancreas, where it plays role in cancer cell migration, invasion, metastasis and adhesion [104–107]. Apolipoprotein C2 (APOCII) is a lipid binding protein belonging to the apolipoprotein gene family. This protein activates the enzyme lipoprotein lipase, which hydrolyzes triglycerides and thus provides free fatty acids for cells. APOC2 is one of the biomarkers that have been used in differentiating bladder cancer from hernia [108]. Cyclin-dependent kinase 6 (CDK6) plays a vital role in regulating the progression of the cell cycle. More recently, CDK6 has also been shown to have a transcriptional role in tumour angiogenesis, being a part of a transcription complex that induces the expression of the tumour suppressor p16^INK4a^ and the pro-angiogenic factor VEGF-A [109]. Emerging evidence suggests that certain tumour cells require CDK6 for proliferation [110]. Guanine nucleotide-binding protein G(q) subunit alpha (GNAQ) is **i**nvolved in glutamine metabolism and allows the formation of correctly charged Gln-tRNA(Gln). Researchers have demonstrated that glutamine is a major nutrient involved in multiple aspects of cancer metabolism [111]. Most cancer cells are dependent on glutamine and cannot survive in the absence of exogenous glutamine and targeting glutamine metabolism has been recently looked upon as a promising strategy for cancer treatment [112]. Rab GDP dissociation inhibitor beta (RABGDIB/GDI2) is a member of the GDP dissociation inhibitor family that controls the recycling of Rab GTPases involved in membrane trafficking. GDI2 has been proposed as a tumor suppressor gene and acts as an indicator of tumorigenesis in NSCLC [113]. Increased expression of GDI2 has been reported pancreatic carcinoma [114]. Guanine nucleotide-binding protein G(q) subunit alpha(*GNAQ*) encodes for alpha subunit of q class of heterotrimeric GTP binding protein (Gq) that mediates signals between G-protein-coupled receptors (GPCRs). Genetic, biochemical and biological analysis has shown that *GNAQ* behaves as a bona fide human oncogene. Recent studies have shown that G*NAQ* is a pivotal cancer gene in blue naevi [115]. Myosin Heavy Chain 9, (MYH9) encodes NM II-A protein which exists primarily in the cytoplasm and is involved in cytokinesis, cell motility and maintenance of cell shape. The role of MYH9 in cell migration, invasion, and metastasis has been established [116–117]. The overexpression of MYH9 is related to a poor prognosis in oesophageal, bladder, and gastric cancer [116–120].

Thus, the proteomic studies have identified seven proteins unregulated in CMTs. Overexpression of these proteins has not been reported previously in CMTs, however their role in human cancer pathogenesis is well studied. Thus, these proteins need to be studied further for their role in pathogenesis of different cancers of dog.

## Conclusions

This study presents gene expression profile of spontaneously occurring canine mammary tumours. Differential gene expression was analysed in context of gene networks and pathways to have insight into the signature pathways associated with benign and malignant CMTs. The research will also add to the knowledge of human cancer studies as dog mammary cancer is a useful model for human breast cancer studies. Presently, the genes accountable for the aggressive behaviour of mammary cancer are not very clear, and poor prognosis associated with malignant mammary cancers emphasize the necessity to unravel the underlying pathways and genes which could act as targets for therapy. In this study we have identified several genes which play a diverse role in tumour angiogenesis, cancer onset and pathogenesis. We have also identified important canonical pathways and key networks in CMTs. The identified differential genes need to be further validated as therapeutic targets and prognostic markers for mammary cancer. In future, further investigations are required to delineate the gene expression patterns among different types & grades of cancers and their response to specific therapies. Further research for identification of gene signatures associated with prediction of response to specific chemotherapies for developing personalized chemotherapeutic regimens is need of the hour.

## Supporting information

S1 Fig Canonical pathway—cyclins and cell cycle regulation in malignant (A) and benign (B) mammary tumour.
(TIF) Click here for additional data file.

S2 Fig Canonical pathway—mitotic role of polo like kinases in malignant (a) and benign (b) mammary tumour.
(TIF) Click here for additional data file.

S3 Fig Canonical pathway—Wnt/β-catenin signalling in malignant (A) and benign (B) mammary tumour.
(TIF) Click here for additional data file.

S4 Fig Overlapping canonical pathways in malignant vs. healthy mammary tissues. (TIF) Click here for additional data file.

S5 Fig Overlapping canonical pathways in benign vs. healthy mammary tissues. (TIF) Click here for additional data file.

S1 Table Histopathological details of tumour tissues used for the study. (DOCX) Click here for additional data file.

S2 Table Primer sequences used for qPCR of target genes. (DOCX) Click here for additional data file.

# Supplementary material for: Gene expression profiling of spontaneously occurring canine mammary tumours: Insight into gene networks and pathways linked to cancer pathogenesis
**Source:** PLoS One. 2018 Dec 5;13(12):e0208656. doi: 10.1371/journal.pone.0208656
**Supplement:** S1 Table

**SUPPLEMENTARY TABLES:**

**S1 Table . Histopathological details of tumour tissues used for the study**

| **Code** | **Histopathological classification** | **Benign / malignant grade** |
| --- | --- | --- |
| BENIGN 1 | Adenoma 1 | Benign |
| BENIGN 2 | Adenoma 2 | Benign |
| BENIGN 3 | Papillary adenoma | Benign |
| BENIGN 4 | Cystadenomyoepithelioma | Benign |
| HEALTHY 2 | Healthy tissue | Normal mammary gland |
| HEALTHY 3 | Healthy tissue | Normal mammary gland |
| HEALTHY 1 | Healthy tissue | Normal mammary gland |
| MALIGNANT 1 | Malignant , II | Tubuloacinar solid carcinoma |
| MALIGNANT 2 | Malignant, II | Papillary and squamous mixed |
| MALIGNANT 3 | Malignant, II | Myoepithelioma |
| MALIGNANT 4 | Malignant, III | Squamous cell carcinoma |
| MALIGNANT 5 | Malignant, II | Lipid rich carcinoma |
| MALIGNANT 6 | Malignant, I | Fibrosarcoma |

# Supplementary material for: Gene expression profiling of spontaneously occurring canine mammary tumours: Insight into gene networks and pathways linked to cancer pathogenesis
**Source:** PLoS One. 2018 Dec 5;13(12):e0208656. doi: 10.1371/journal.pone.0208656
**Supplement:** S2 Table

**S2 Table. Primer sequences used for qPCR of target genes**

| **Gene Name** | **Primer** | **Sequence** |
| --- | --- | --- |
| COL11A1 | Forward | GGAGAAAAGGGACAGAAAGGAG |
|  | Reverse | GACCCATAAGACCCGCAG |
| SFRP2 | Forward | GATGACAACGACATAATGGAAACTC |
|  | Reverse | CCTTTCAGACACACCGTTCAG |
| K1F11 | Forward | AACAAAGAAGAGATCAGTCAGGAC |
|  | Reverse | TGACTTTTTATGCTGGAAAAACGG |
| RAB31 | Forward | GCTGAATCCATAGGTGCTGTTG |
|  | Reverse | TTCCCCAGTTTGATTGCTCC |
| CDCA3 | Forward | ATCTCCCCTCACCATCCTAC |
|  | Reverse | GCCTCCAGTTTTCAGAAGTCG |
| CPAK2L | Forward | GCAACACCCCAAATAACCAAG |
|  | Reverse | GCCACGACTATATCATGTTCCTG |
| MMP9 | Forward | CGC ATG ACA TCT TCC AGT ACCA |
|  | Reverse | CCG AGA ATT CAC ACG CCA GTA |
| TLR2 | Forward | AAT CCC CCG TTC AAG TTG TG |
|  | Reverse | ATG GTT TTG CGG CTC TTC TC |
| CTSS | Forward | TCT GGG AGA CAT GAC TGG TGA A |
|  | Reverse | AAG TGA CAT TTC TCT GCC ATT GG |
| BIRC5 | Forward | GCC CAG TGT TTC TTCTGC TT |
|  | Reverse | CCA GAT GAA TGT TTT TTA TGC |
| CHI3L1 | Forward | CTCTATGACACGCTGAACACA |
|  | Reverse | TGGGTCTTGGAGGCTATTTTG |
| TOP2A | Forward | TGTGGAAAGAAGACTTGGCTAC |
|  | Reverse | CGCAAGGAGAAGGCAAAAC |
| PGAM1 | Forward | GACCATCCCTTCTACAGCAAC |
|  | Reverse | GGCAATGGTATCCTTCAGACTC |
| BIRC2 | Forward | AGG CGT CCC CGTGTC CGAGAG |
|  | Reverse | TAG CAT CAG GCCGCAGCA GAA GC |

How the deposited data were processed for this re-analysis (not part of the article)

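The expression of genes was measured in mammary tissue of dogs with malignant tumours, benign tumours and no tumour, on Agilent canine (v2) arrays of 45220 spots, of which 1417 are controls. The paper names 6 malignant, 4 benign and 3 healthy dogs, and the labels of the 22 arrays give 6 malignant, 3 benign and 2 healthy dogs with a pair of arrays each. Scanner values were analysed for 19 arrays, 9 of 5 malignant dogs, 6 of 3 benign dogs and 4 of 2 healthy dogs. The second array of malignant dog 5 and both arrays of malignant dog 6 entered only through the table of signals of all arrays.

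The authors deposited 2 kinds of values, both of them signals on a linear scale of intensity. For each array, the authors' scanner software, Feature Extraction 11.5.1.1, gives the processed signal, from which the background has been taken off and spatial trends removed, with a small positive value in place of signals at background. It also gives the median intensity of each spot and of its local background, and marks the spots that are well above background or outliers. The table of signals of all arrays that the authors deposited holds the median intensity of each spot as scanned. It equals the median signal of the scanner values in all 45220 spots of each of the 19 arrays, with no background taken off and no scaling between arrays. The text of the paper names normalised signals and a paired t-test with the Storey correction and does not name the normalization. No spot was saturated, and 0 columns of values per sample were left unused for want of a meaning.

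From these values the following was computed. The processed signal was turned to the log2 scale and the 75th percentile of each array over its probes other than controls, leaving out outlier spots, was subtracted. The 50 probes with 5 spots each were averaged, and so were the arrays of a dog, because they hold the same RNA. The level of a probe is this value, so that 0 is the 75th percentile of an array. Of 43603 probes, 22941 were well above background on every array. Each gene was represented by the probe with the highest mean level over all dogs, and a gene was tested when this probe was well above background on at least 4 of the arrays, which left 28939 of 36619 genes. All dogs were placed in 1 fit of 3 groups with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 to read the values. Genes with a p of at most 0.05 after Benjamini-Hochberg adjustment over all genes tested were called DEGs, with no minimum fold change. Where no array of a group was well above background in a gene, its level in that group was set to the lowest signal that was well above background on each array, or kept where it was higher, and the fold change is given as a lower bound. Rises were ranked only over genes well above background on at least 1 array of each of the 2 groups. The number of arrays and of dogs limits the precision of every value.

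Symbols were taken from a table of RefSeq genes for the assembly UU_Cfam_GSD_1.0 by the transcript that a probe targets, and no coordinates were used, because the probes were placed on CanFam3.1. Of the probes that target RefSeq mRNAs with accessions of the NM kind, 2348 of 2441 were named, and 5 of 65 that target noncoding RefSeq transcripts. The table pairs 0 of 3746 predicted mRNAs, 0 of 19070 Ensembl transcripts and 0 of 18281 other targets with a symbol. These genes were tested under the name of their target, each target as a gene of its own, and 2353 probes and 1458 genes carry a symbol. Genes that the paper discusses and that have no such pairing were not analysed here. The genes named in the text were fixed by a rule: every gene that the results name by symbol, and for each comparison the 5 genes with the largest rise and the 5 with the largest fall among the DEGs whose tumours all lie on the same side of both healthy dogs. The genes of the regulator tables and the pathway tables enter as tallies, and of the unnamed targets at most 2 that rose and 2 that fell are printed.

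For the counts of genes shared by all tumours, the level of each dog was set against the mean of the healthy dogs with a threshold of 1 on the log2 fold change. The regulators of Tables 3 and 4 were compared by the sign of their change, and the genes of Tables 1 and 2 by the share that was higher in tumours. Lists of marker genes of exocrine pancreas, pancreatic islets, liver, stomach, intestine, kidney, lung, brain, testis, skeletal muscle, adipose tissue, thyroid with adrenal and pituitary, mammary epithelium, milk proteins, macrophages and proliferation were written down beforehand, because the tables of the paper list pancreas and liver genes among those lower in tumours. Each list with at least 3 genes tested was compared with 10000 random lists of the same size matched on level in 50 bins, and with camera and fry of limma. Spread between dogs of 1 group was tested with Dixon's criterion in groups of 5 dogs. All 56 splits of the tumours into groups of 5 and 3 dogs were counted for malignant against benign tumours. The correlation between the changes of malignant and of benign tumours, which share the healthy dogs, was compared with 100 simulated sets of unchanged groups.

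The samples, the comparisons, the rule for named genes, the marker lists and the alternatives were fixed before the data were examined. The alternatives were scaling by the median, quantile normalization, the 75th percentile over the probes well above background on all arrays, the normexp background correction with an offset of 50, no filter and a filter on every array, the mean over the probes of a gene and every probe on its own, each array as a sample with the dog as a random block or as an independent sample, the dog number or the slide as a block, a fit of only the groups compared, a trended and robust variance, other thresholds, the methods' t-test with equal variance, the table of signals for the same and for all dogs, and each dog left out in turn. The normexp correction is the exception, because it had been set for the mean signal of the spots. The scanner values hold no mean signal, and once this was seen the correction was changed to the median signals of spot and background. The t-test was run unpaired, because the groups are different dogs of unequal number. For the table of signals, the median intensity was scaled and turned to log2 in the same way as the processed signal.

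The fit was tested on simulated data made from the levels and spread of the arrays, with 200 of 28938 genes changed. Each gene was given the same spread in all groups, so that a wider spread of the healthy dogs was not simulated. At a log2 change of 2, limma recovered 0% of the changed genes in each comparison. At a log2 change of 4 it recovered 67.5% in malignant against healthy, 57.5% in benign against healthy and 70% in malignant against benign groups, and at a change of 8 it recovered 94%, 90% and 95.5%, with between 6 and 12 false calls. The methods' t-test with Benjamini-Hochberg adjustment recovered 14.5%, 0% and 39.5% at a log2 change of 4.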

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

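The tests of the slide, of a mislabelled sample and of a common RNA source were chosen after the results were seen.

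The RNA H19 was far higher in malignant dog 2 than in the other malignant dogs. Its level was 0.933 in that dog and between -2.48 and -2.15 in the others, and the gap to the nearest dog made up 0.903 of the range of the group, where the critical value for 5 dogs is 0.71. Of 40 groups of values tested in this way, 1 lay past the critical value, where chance alone would put about 1 in 20 groups past it, so that chance is not excluded. The milk protein list was also highest in this dog, by 0.544 of the range, which is below the critical value. No other technical explanation and no biological explanation was tested for H19, and the share of such spread that comes from the tissue in each sample is not known.

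Genes of the pancreas that the paper does not discuss were well above background in healthy tissue and much lower in tumours. Among 9 markers of exocrine pancreas and pancreatic islets that the paper does not name, the median log2 fold change was -6.80 in malignant and -6.07 in benign tumours, below all random lists matched on level. All 9 were well above background on all 4 healthy arrays, 7 were higher in both healthy dogs than in every tumour, and 5 were DEGs in malignant and 4 in benign tumours. Among the 9, the highest signals were those of the probes of CPB1, at 10.11 in healthy dog 1 and 7.19 in healthy dog 2, and CLPS, at 9.95 and 8.68. Of all 13 pancreas markers tested, 4 are named in the paper, and 6 were well above background on every tumour array as well, so that the tumours hold some of their signal too. No marker stands in more than 1 list.

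Scaling between arrays is argued against as the cause, because the median of the exocrine pancreas list was at most -10.7 in malignant tumours under each of 4 scalings. The slide is argued against as well, since the median was -11.7 with the slide as a block, and tumour arrays lay on every slide that held a healthy array. Tumour arrays did not lack the markers altogether, and 6 of 13 were well above background on tumour arrays of every slide. One healthy dog alone is not the source, because 10 of the 13 pancreas markers were higher in both healthy dogs than in every tumour. The median difference between healthy dog 1 and healthy dog 2 over the markers was 4.60, and it ran from 1.27 to 5.68, while the arrays of healthy dog 1 differed by at most 0.258, but a difference between single dogs set against the spread of duplicate arrays decides nothing, so that a share of 1 common RNA source in both libraries cannot be told apart from separate sources. A mislabelled sample, with a whole library of pancreas in place of mammary tissue, is not decided by the test that was run. The sign looked for was mammary epithelium markers below those of every tumour, and 1 of 8 of these lay there in healthy dog 1 and 0 in healthy dog 2. The lowest tumour level of these markers ran from -7.71 for ESR1 to 0.86 for KRT14. Some tumours thus held little of most markers, and a library of another tissue need not lie below them. In healthy dogs 1 and 2, KRT14 had levels of 3.92 and 5.01, KRT19 of 3.34 and 5.20 and PGR of -0.50 and 0.78, all well above background on the 4 healthy arrays. Pancreas as a part of these libraries, or in place of mammary tissue, stays open. For liver, the median of -0.26 in malignant tumours lay within random lists and rests on 4 genes that go both ways, so that RNA of liver in the healthy libraries cannot be told apart from none.

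A candidate explanation that the values leave open is RNA of pancreas in the libraries of the healthy dogs, for which the markers chosen beforehand have the predicted low median of -6.80 and the predicted signal on the healthy arrays. A further part of that prediction, that the markers lie near background in tumours, was not met for 4 of the 9 markers, which were well above background on every tumour array. A difference between healthy and tumour tissue in the expression of these genes also stays open, as untested, because every healthy library shows the pattern and no healthy tissue without it was measured. The pattern was found and tested on the same arrays.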

How the results depend on the processing

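The change of normexp from mean to median signals, the check of the pairing and the median over all genes were chosen after the values or results were seen, and the other settings were planned.

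The numbers of DEGs stayed within 1.5 times 88 in malignant and 81 in benign tumours under 12 alternatives. These were scaling by the median (85 and 74), quantile normalization (93 and 81), the 75th percentile over probes detected on all arrays (93 and 80), normexp (74 and 73), no filter (89 and 84), the mean over the probes of a gene (91 and 86), a trended and robust variance (87 and 75), the table of signals for the same dogs (73 and 74) and for all dogs (82 and 81), the slide as a block (82 and 79), limma with Storey's q value (88 and 82) and a minimum log2 fold change of 1 (88 and 81). They were mostly the same genes, with 67 of the 88 shared under normexp, 69 with the slide as a block and 85 or more under the other scalings. Malignant and benign tumours differed in 0 genes with limma under all of these, where the unadjusted count was 514 and that of the methods' t-test 639.

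Other settings moved these counts. With probes well above background on every array, 30 and 28 genes were called of the 18517 then tested, a smaller set by construction, and with every probe tested on its own 147 and 134 of 35314 probes, several of which belong to 1 gene, which make 95 and 91 genes. With each array as a sample and the dog as a random block there were 138 DEGs in malignant (25 higher, 113 lower) and 144 in benign tumours (44 and 100). With each array as an independent sample there were 1254 (516 higher, 738 lower) and 1981 (981 and 1000), and 50 between malignant and benign tumours, and this setting counts a pair of arrays of a dog as separate replicates. In a fit of only benign and healthy dogs, 9 genes were called, and in a fit of only malignant and healthy dogs 69. Without adjustment, limma counted 1701, 1969 and 514 genes in the 3 comparisons and the methods' t-test 1140, 1391 and 639. With Benjamini-Hochberg adjustment or with Storey's correction the t-test called 9 genes in malignant and 0 in benign tumours. With each dog left out in turn there were between 51 and 815 DEGs in malignant, 47 and 855 in benign tumours, and 0 or 1 between them. The lowest numbers came without healthy dog 1 and the highest without healthy dog 2, where all 88 malignant genes were called again, and the 1 gene between the tumours without benign dog 3. For benign tumours, 53 genes were called without benign dog 2. Where no construction is given, the cause was not tested.

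The number of genes above a log2 fold change of 1 in every malignant dog (313), every benign dog (1091), all tumours (187) and every malignant but no benign dog (2) depended on the threshold and the values used. At a threshold of a 1.5-fold change it was 830, 2446, 531 and 5, and at a log2 fold change of 1.5 it was 126, 487, 62 and 1. The first 3 of these numbers can only fall as the threshold rises, and the last can move either way. With normexp it was 65, 358, 34 and 1, with probes well above background on every array 124, 551, 75 and 0, with the table of signals for the same dogs 87, 418, 44 and 1, and with that table for all dogs 80, 418, 42 and 1. The last of these numbers was 5 with scaling by the median, 6 with quantile normalization and 1 with each array in place of each dog. With each dog left out in turn the numbers ran from 176 to 1662, 583 to 3233, 87 to 1320 and 3 to 23, the lowest of the first 3 without healthy dog 1 and the highest without healthy dog 2. Beyond the first 3 numbers at other thresholds, the cause was not tested.

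All 8 regulators tested in malignant tumours had the sign of Table 3, and 5 of 5 did with probes well above background on every array, where fewer could be tested. With each dog left out in turn it was 7 or 8, and in benign tumours 12 under each. The share of activated genes of Table 1 that were higher, 88.9%, was 85.2% with normexp and with the table of signals for the same dogs, 85.7% with no filter, 83.3% with probes well above background on every array, and between 85.2% and 88.9% with each dog left out. That of Table 2, 91.3%, was 82.6% with normexp and 84.8% with the table of signals for the same and for all dogs. The share of inhibited genes of Table 1 was 50% with probes well above background on every array in place of 38.9%. The cause was not tested.

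For the genes named in the text, 1393 of 1484 values under alternatives kept their direction and their side of the threshold, 19 lost a call, 33 gained one and 39 reversed. The call of FCGR1A in benign tumours was lost under 10 alternatives, 6 of them with a dog left out, that of CPB1 only under the t-test with adjustment, and that of REG3A there and, in benign tumours, in a fit of only benign and healthy dogs (adjusted p of 0.105, of a range from 7.41e-09 to 0.814). With normexp the log2 fold change reversed in benign tumours to -0.69 for CHI3L1, -1.05 for APOC2, -0.28 for GNAQ, -0.63 for ATM and -0.62 for BRCA1, and in malignant tumours to -0.33 for APOC2, 0.0340 for GDI2 and -0.20 for ATM. With the table of signals for the same dogs it reversed in benign tumours to -0.35 for CHI3L1, -0.75 for APOC2, -0.38 for ATM and -0.28 for BRCA1, and in malignant tumours to -0.18 for APOC2 and -0.0297 for ATM, and with that table for all dogs to the same values in benign tumours and to -0.0544 for APOC2 in malignant tumours. With the slide as a block, ATM in benign tumours was at -0.0383. None of these genes was called before or after. Normexp adds its offset, and the table of signals keeps the background, before the arrays are scaled. The 75th percentile of the processed signal had a median of 563.25 on healthy, 788.21 on malignant and 1426.3 on benign arrays. Under these settings a gene near background is therefore scaled to a higher floor on healthy than on benign arrays. How much of the reversals comes from this was not tested. With each dog left out in turn, values that crossed 0 ran in malignant tumours from -0.0439 to 2.61 for CTSS, -0.64 to 0.45 for GDI2, -0.31 to 1.97 for GNAQ, -0.16 to 1.37 for MYH9, -0.0425 to 0.79 for ATM, -0.73 to 1.67 for CXCL10, -0.15 to 0.41 for VEGFA and -0.14 to 2.35 for PROM1, and in benign tumours from -0.22 to 1.99 for CHI3L1, -0.20 to 0.89 for GDI2, -0.39 to 1.89 for GNAQ and -0.37 to 0.46 for ATM.

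The medians of the exocrine pancreas, pancreatic islet and stomach lists kept their direction under all alternatives. Of the other lists, that of skeletal muscle in malignant tumours reversed to 0.0270 with scaling by the median, 0.25 with quantile normalization, 0.0832 with normexp and 0.0415 with the table of signals for the same dogs, and in benign tumours to 0.0409 with quantile normalization. That of brain reversed in malignant tumours to -0.32 with normexp and to -0.28 and -0.13 with the table of signals for the same and for all dogs, and in benign tumours to -0.77 with normexp, -0.63 with the table of signals for the same and for all dogs, -0.15 with no filter and -0.0944 with the mean over probes. Mammary epithelium in benign tumours reversed to -0.20 with normexp and to -0.14 with the table of signals for the same and for all dogs, and kidney in malignant tumours to 0.12 with the mean over probes. With each dog left out in turn, the medians that crossed 0 ran in malignant tumours from -0.35 to 1.46 for adipose tissue, -0.92 to 0.58 for kidney, -0.93 to 0.40 for liver, -0.92 to 0.36 for mammary epithelium, -2.10 to 4.06 for milk proteins, -0.39 to 0.41 for skeletal muscle and -0.47 to 0.47 for thyroid, adrenal and pituitary, and in benign tumours from -1.83 to 0.36 for adipose tissue, -1.07 to 0.36 for kidney, -0.87 to 0.76 for mammary epithelium and -2.92 to 2.53 for milk proteins. The macrophage list in malignant tumours came to lie within random lists with normexp (0.09) and with the table of signals for the same and for all dogs (0.27 and 0.26), without malignant dog 1 (0.94) and without healthy dog 1 (0.22), and the stomach list did without healthy dog 1 in both comparisons. Other medians came to lie beyond random lists. In benign tumours these were adipose tissue with normexp (-1.15), with the mean over probes (-1.31), without benign dog 1 (-1.13) and without healthy dog 1 (-1.83), skeletal muscle with no filter (-1.22), thyroid, adrenal and pituitary with the table of signals for the same and for all dogs (-1.13 in both), and milk proteins without benign dog 1 (-1.57) and without healthy dog 1 (-2.92). In malignant tumours they were milk proteins with the table of signals for the same and for all dogs (0.98 and 2.00) and without malignant dog 1 (1.08), malignant dog 3 (1.69), malignant dog 5 (2.34) and healthy dog 2 (4.06), and mammary epithelium without malignant dog 1 (-0.71), malignant dog 2 (-0.72), malignant dog 4 (-0.91) and healthy dog 1 (-0.92). The cause was not tested.

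The median log2 fold change of all genes, 0.07 in malignant and 0.01 in benign tumours, was -0.20 and -0.53 with normexp, -0.16 and -0.39 with the table of signals for the same dogs, -0.12 and -0.39 with that table for all dogs, 0.12 in malignant tumours with scaling by the median, 0.10 with quantile normalization and -0.12 in benign tumours with no filter. The higher floor of healthy arrays under normexp and the table of signals bears on the benign values, by a share that is not known. The cause was not tested.

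The replicate block, with the number of the dog as a block, called 51 genes in malignant and 50 in benign tumours, of which 49 and 49 were among those called without it, and 0 between them, where limma without the block gave 514 genes at an unadjusted p of at most 0.05. ATM in benign tumours was at -0.16 under the block. The numbers do not pair the dogs. In a check of the pairing, dogs with the same number in different groups had correlations of -0.19 to 0.11 across genes after the group means were taken off, over 7 pairs, and dogs with different numbers of -0.25 to 0.28 over 24 pairs.

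The signal over background limits what the arrays can show. The 75th percentile of the spots had a median of 19.6 times the background on malignant, 31.6 times on benign and 15.3 times on healthy arrays, and for genes at background in healthy tissue only a lower bound of the fold change can be given.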

Differences from the paper's values

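The ranks and the lower bounds over the settings were computed after the results were seen.

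For DEGs malignant vs healthy, the paper reports 1700 in malignant tumours, and 88 were called here. Of the alternatives set before the data were examined, each array as an independent sample (1254), the methods' t-test without adjustment (1140) and limma without adjustment (1701) come within the paper's value by a factor of 1.5, and the others do not. For DEGs malignant vs healthy, higher, the paper counts 765, of which 0 were called by limma, and the same 3 settings, with 516, 597 and 656 genes, come within that factor. For DEGs malignant vs healthy, lower, the paper counts 935, where 88 were called, and each array as an independent sample (738), limma without adjustment (1045) and the fit without healthy dog 2 (732) come within it.

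For DEGs benign vs healthy, the paper reports 1287, where 81 were called, and the methods' t-test without adjustment (1391) alone comes within a factor of 1.5. For DEGs benign vs healthy, higher, the paper counts 744, where 1 was called, these are each array as an independent sample (981), the methods' t-test without adjustment (772) and limma without adjustment (878). For DEGs benign vs healthy, lower, it counts 543, where 80 were called, these are the methods' t-test without adjustment (619) and the fit without healthy dog 2 (730).

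The paper's counts of genes shared by all tumours cover 6 malignant and 4 benign dogs against 3 healthy dogs, and those here 5 and 3 against 2. Against the same healthy dogs, such a count cannot be smaller over fewer tumours. The count for benign dogs was 1732 without benign dog 2 and 2297 without benign dog 1. For genes with log2 fold change above 1 in every malignant dog, the paper counts 90, and 313 were found. A threshold of 1.5 (126), normexp (65), probes well above background on every array (124) and the table of signals for the same dogs (87) and for all dogs (80) come within a factor of 1.5, and the others do not. For genes with log2 fold change above 1 in every benign dog the paper counts 269, and 1091 were found, with normexp (358) within the factor. For all tumours the paper counts 32, and 187 were found, with normexp (34) and the table of signals for the same dogs (44) and for all dogs (42) within it.

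For the log2 fold change of MMP9 in malignant tumours, the paper's array value is about 2.2 in Fig 3, read by eye, and the log2 fold change found was 4.60. It was 2.26 with normexp, 2.10 with the mean over its probes, 2.75 and 2.57 with the table of signals for the same and for all dogs and 2.58 without healthy dog 1, and these are within the spread of the dogs from the paper's value. For MMP9 in benign tumours the paper's value is about 4.2 in Fig 3, read by eye, and 5.63 was found, with 3.73 under the table of signals for the same and for all dogs and 3.61 without healthy dog 1 within the spread. For BIRC2 in malignant tumours the paper's value is about -1.3 in Fig 3, read by eye, and -0.50 was found, with no alternative within the spread.

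For the log2 fold change of EIF2AK2 in malignant tumours, the paper's log ratio is 1.341 and 0.48 was found, with 0.86 without healthy dog 2 within the spread. For the log2 fold change of EGF in malignant tumours the paper gives -3.865, and the gene was at background in malignant tumours and at least 24-fold lower, a log2 fold change of at most -4.59. The bound was -1.88 with normexp, -2.25 with the table of signals for the same and for all dogs, -4.26 without malignant dog 1 and -2.36 without healthy dog 1, and these do not exceed the paper's fold by a factor of 1.5, while the bounds under the other alternatives do. In benign tumours the paper gives 1.484 for the log2 fold change of CD40LG, and 0.61 was found, with 1.01 without benign dog 2 within the spread, and it gives 1.425 for the log2 fold change of TLR7, and 0.70 was found, with no alternative within the spread.

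The paper states that each of the proteins identified on the gels was also up-regulated on the arrays. Of the 5 of them that could be named, ANXA2, GNAQ and MYH9 were higher in malignant tumours, the last 2 not without healthy dog 1 (-0.31 and -0.16). APOC2 was at background on the healthy arrays and gives no fold change, and its fitted value was below 0 with normexp (-0.33) and with the table of signals for the same and for all dogs (-0.18 and -0.0544). GDI2 was not higher, at a log2 fold change of -0.10, which was above 0 with normexp (0.03), without malignant dog 3 (0.13) and without healthy dog 1 (0.45). None of the 5 was a DEG under the alternatives in malignant tumours.

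The paper finds no gene up-regulated in all malignant tissues and in no benign tissue, and 2 unnamed genes were found, with 0 when probes had to be well above background on every array and at least 1 under every other setting. The paper names 6 malignant and 4 benign dogs, where the 2 genes rest on 5 and 3. It places H19 among the highest rises in malignant tumours, and H19 ranked 45 among the rises of genes well above background on arrays of both groups, and between 15 and 508 under the alternatives. COL2A1, which it places there too, ranked 4, and between 1 and 161 under the alternatives, with 161 for the mean over its probes, 101 without malignant dog 3 and 51 without healthy dog 1.

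The paper takes its qPCR genes, chemokines and regulators as dysregulated, and none of those tested was a DEG. Some were called under other settings. With each array as an independent sample, BIRC5, BRCA1, CCL2, GCG, MMP9 and TLR2 were called in malignant tumours, with adjusted p values from limma between 0.00367 and 0.0469 for MMP9 and GCG, and BIRC5, CCL2, CCL8, CXCL8, MMP9, TLR2 and ANXA2 in benign tumours. With the dog as a random block, CCL2 (0.0163), CCL8 (0.018), CXCL8 (0.0339) and MMP9 (0.0488) were called in benign tumours. The methods' t-test without adjustment called BIRC5, BRCA1, CCL2, GCG, H19 and MMP9 in malignant tumours and CCL2, CCL8 and MMP9 in benign tumours. MMP9 in both and CCL2 in benign tumours were called without healthy dog 2, and CXCL8 in benign tumours without benign dog 1.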

Other observations

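The tests of marker lists and the count of splits were planned, and the comparison of the healthy dogs with each other, the simulation of shared controls and the medians with genes set to their bound were chosen after the results were seen.

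Among the marker lists, that of exocrine pancreas, with 6 of 28 genes tested, had a median log2 fold change of -11.40 in malignant and -10.80 in benign tumours, and both healthy dogs were above every tumour in all 6 genes. Camera gave adjusted p values of 3.27e-30 and 6.37e-26 and fry 3.22e-05 and 7.41e-05. The pancreatic islet list, with 7 of 16 genes tested, had medians of -6.04 and -5.49, with camera at 3.58e-15 and 7.79e-12 and fry at 0.00482 and 0.00999. The benign median did not change when SST, which was at background in benign tumours, was set to its bound. With each dog left out in turn, the exocrine pancreas median ran from -12.90 to -9.25 in malignant and from -12.16 to -9.08 in benign tumours.

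The stomach list, with 3 of 10 genes tested, had medians of -2.29 in malignant and -2.80 in benign tumours, with fry at 0.0293 and 0.0147, and its DEG was TFF2, with log2 fold changes of -9.37 and -10.10. Without healthy dog 1 the medians were -0.41 and -1.12 and lay within random lists. The kidney list, with 4 genes tested, had medians of -0.13 and -0.35 and 1 DEG, UMOD, which was at background in all tumours and by the mean of the healthy dogs, which had levels of 2.27 and -2.80, was at least 62.1-fold lower in malignant and 72-fold lower in benign tumours. Without healthy dog 1 these bounds were 10.7-fold and 12.4-fold. The macrophage list, with 3 of 12 genes tested, had medians of 1.18 and 2.84, with adjusted p values of 0.0624 and 5.28e-04 from camera and of 0.316 and 0.0612 from fry, so that the call of camera in benign tumours did not hold under fry. The calls of camera for exocrine pancreas, pancreatic islets and stomach held under fry in both comparisons.

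No other list was called by camera or fry. The median was -0.26 in malignant and -0.71 in benign tumours for liver, 0.29 and -0.87 for adipose tissue, 0.26 and 0.15 for brain, -0.32 and 0.03 for mammary epithelium, 0.94 and -0.19 for milk proteins, -0.02 and -0.78 for skeletal muscle and -0.26 and -0.36 for thyroid, adrenal and pituitary. With genes at background in 1 group set to their bound, the medians were -0.08 and 0.10 for brain and -0.99 and -0.65 for thyroid, adrenal and pituitary, and the others did not change. The mean had the other sign than the median for mammary epithelium in benign tumours, at -0.27, for milk proteins in benign tumours, at 0.31, and for skeletal muscle in malignant tumours, at 0.45, and for adipose tissue in malignant tumours camera gave a direction opposite to the median. In the milk protein list, malignant dog 2 was the highest of the malignant dogs. Single genes were tested for lung, 0.84 and 0.08, for proliferation, 5.01 and 5.19 for CCNB2, and for testis, -1.28 and -1.22, and none for intestine.

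The healthy dogs differed from each other by a median of 0.908 over all genes tested, without regard to sign. In healthy dog 1, 532 genes lay more than 3 on the log2 scale above every tumour, and 225 of these were above every tumour in healthy dog 2 as well, with a median difference of 4.54 between the healthy dogs. In healthy dog 2 there were 91 such genes, 78 of them above every tumour in healthy dog 1. Across genes, which are not independent replicates, the levels of pairs of dogs correlated at 0.862 for the healthy dogs, 0.829 to 0.943 among malignant dogs, 0.909 to 0.918 among benign dogs and 0.805 to 0.953 between groups.

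The changes of malignant and of benign tumours against healthy tissue share the healthy dogs. Their correlation across genes was 0.847, where unchanged groups set against the same controls gave a mean of 0.655 (0.642 to 0.667 over 100 simulations), and the share of genes with the same sign was 78.2%, where unchanged groups gave 72.7% (72.2% to 73.2%).

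For malignant against benign tumours, chance cannot be excluded. Without adjustment the real grouping gave 514 genes with limma, and 51 of the 56 splits of the tumours gave as many. With adjustment it gave 0 DEGs, which all 56 splits reach by definition, so that this count decides nothing. Over all splits the number of DEGs reached 79 and was above 0 in 6 splits, and the number of genes without adjustment had a median of 1024 and a maximum of 3645. The methods' t-test gave 639 genes without adjustment and 0 with adjustment for the real grouping.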
